# Hierarchical Accumulation of Histone Variant H2A.Z Regulates Transcriptional States and Histone Modifications in Early Mammalian Embryos

**DOI:** 10.1002/advs.202200057

**Published:** 2022-06-19

**Authors:** Xin Liu, Jingjing Zhang, Jilong Zhou, Guowei Bu, Wei Zhu, Hainan He, Qiaoran Sun, Zhisheng Yu, Wenjing Xiong, Liyan Wang, Danya Wu, Chengli Dou, Longtao Yu, Kai Zhou, Shangke Wang, Zhengang Fan, Tingting Wang, Ruifeng Hu, Taotao Hu, Xia Zhang, Yi‐Liang Miao

**Keywords:** H2A.Z, histone modification, lineage commitment, preimplantation development, zygotic genome activation

## Abstract

Early embryos undergo extensive epigenetic reprogramming to achieve gamete‐to‐embryo transition, which involves the loading and removal of histone variant H2A.Z on chromatin. However, how does H2A.Z regulate gene expression and histone modifications during preimplantation development remains unrevealed. Here, by using ultra‐low‐input native chromatin immunoprecipitation and sequencing, the genome‐wide distribution of H2A.Z is delineated in mouse oocytes and early embryos. These landscapes indicate that paternal H2A.Z is removed upon fertilization, followed by unbiased accumulation on parental genomes during zygotic genome activation (ZGA). Remarkably, H2A.Z exhibits hierarchical accumulation as different peak types at promoters: promoters with double H2A.Z peaks are colocalized with H3K4me3 and indicate transcriptional activation; promoters with a single H2A.Z peak are more likely to occupy bivalent marks (H3K4me3+H3K27me3) and indicate development gene suppression; promoters with no H2A.Z accumulation exhibit persisting gene silencing in early embryos. Moreover, H2A.Z depletion changes the enrichment of histone modifications and RNA polymerase II binding at promoters, resulting in abnormal gene expression and developmental arrest during lineage commitment. Furthermore, similar transcription and accumulation patterns between mouse and porcine embryos indicate that a dual role of H2A.Z in regulating the epigenome required for proper gene expression is conserved during mammalian preimplantation development.

## 1 Introduction

Histones are the main proteins that provide structural support for DNA packaging and epigenetic modifications to control gene expression. Aside from canonical histones (e.g., H2A, H2B, H3.1, H3.2, and H4), which are deposited during DNA replication, non‐canonical histone variants (e.g., H2A.Z, H2A.X, TSH2B, and H3.3) are deposited by histone chaperones and remodeling complexes in a temporally and spatially controlled manner.^[^ ^1^ ^]^ Notably, histone variants can influence DNA accessibility by regulating nucleosome structure and stability, or recruiting variant‐specific interacting proteins to induce local epigenetic changes.^[^ ^1^ ^]^ In the histone H2A family, H2A.Z is involved in multiple nuclear processes including gene regulation,^[^ ^2^ ^]^ chromosomal segregation,^[^ ^3^ ^]^ heterochromatin formation,^[^ ^4^ ^]^ genome integrity,^[^ ^5^ ^]^ and DNA repair.^[^ ^6^ ^]^ By means of chromatin immunoprecipitation and sequencing (ChIP‐seq), H2A.Z has been found to mark nucleosomes across the transcription start sites (TSSs) of most genes in mouse embryonic stem cells (ESCs).^[^ ^2^, ^7^ ^]^ However, conflicting reports show that this promoter H2A.Z exhibits either positive^[^ ^7a,b^ ^]^ or negative^[^ ^2^, ^7^ ^]^ functions for driving gene expression. Therefore, the relationship between H2A.Z and transcriptional states needs further elucidation.

Interestingly, previous studies in ESCs^[^ ^7^, ^8^ ^]^ also indicate that H2A.Z recruits mixed lineage leukemia (MLL) complex (e.g., RBBP5) and polycomb repressive complex 2 (PRC2) (e.g., SUZ12, EZH2) at gene promoters, and thus establishes H3K4me3/H3K27me3 bivalency. Depletion of H2A.Z^[^ ^7^, ^8^ ^]^ or its regulators^[^ ^9^ ^]^ (e.g., YEATS4, INO80) reduces the targeting of PRC2 complex or some pluripotency factors (e.g., POU5F1), results in gene dysregulation and compromises either self‐renewal for ESCs or lineage commitment during differentiation. Remarkably, H2A.Z deficiency also impairs mouse embryonic development around the time of implantation.^[^ ^10^ ^]^ Due to the technical limitation in research methods, so far, H2A.Z dynamics in early embryos is only investigated through immunofluorescence. An intense H2A.Z signal has been found in metaphase II (MII) oocytes, followed by a total removal upon fertilization.^[^ ^11^ ^]^ However, the recovery of H2A.Z signal is reported to be observed at the 2‐cell stage^[^ ^12^ ^]^ or the blastocyst stage^[^ ^11^ ^]^ from different studies.

By using ultra‐low‐input native chromatin immunoprecipitation and sequencing (ULI‐NChIP‐seq),^[^ ^13^ ^]^ direct measurements of epigenetic marks can be achieved with small quantities of cells. The genome‐wide distribution and dynamics of H3K4me3, H3K27me3, and H3K9me3 have been determined in mouse oocytes and early embryos through ULI‐NChIP‐seq.^[^ ^14^ ^]^ In this study, we utilize the same method to delineate the H2A.Z landscape in early mammalian development, and uncover two accumulation modes of promoter H2A.Z during zygotic genome activation (ZGA). We propose that this hierarchical accumulation of H2A.Z shows dual functions to regulate the transcriptional states and histone modifications in early embryos and that precise de novo incorporation of H2A.Z into chromatin is necessary for normal development.

## 2 Results

### 2.1 Genome‐Wide Profiling of H2A.Z in Mouse MII Oocytes and Early Embryos

Through analyzing the public RNA sequencing (RNA‐seq) data^[^ ^15^ ^]^ and quantitative PCR (qPCR), we found that mouse *H2A.Z* mRNA was highly transcribed at the 2‐cell stage, namely the timing for major ZGA, which is correlated with readily detectable H2A.Z protein after the 2‐cell stage by immunofluorescence (Figure S1A–C, Supporting Information). To explore H2A.Z dynamics in early mouse embryos, four commercial antibodies of H2A.Z were tested by ULI‐NChIP‐seq using 31–32 morulae (about 500 cells). The most suitable antibody for ULI‐NChIP‐seq was then determined by analyzing the quality of ChIP‐seq data (Figure S1D,E, Supporting Information). We also performed H2A.Z ULI‐NChIP‐seq using 500 ESCs, and found that the global H2A.Z enrichment was highly correlated with the conventional ChIP‐seq data^[^ ^16^ ^]^ (Figure S1F, Supporting Information). After this method validation, we generated H2A.Z profiles of mouse MII oocytes and in vivo‐fertilized (IVO) embryos from zygotes to blastocysts (separated inner cell mass (ICM) and trophectoderm (TE)) (Table S1, Supporting Information). Notably, H2A.Z exhibited prominent accumulation as sharp peaks after the 2‐cell stage (**Figure** **1**A), and two independent replicates among these samples were highly correlated (Figure S1G, Supporting Information). H2A.Z also exhibited similar distribution in these post‐ZGA embryos when compared with that in mouse ESCs (Figure 1A). To our surprise, MII oocytes showed a strong immunostaining signal but no evident genomic enrichment by ULI‐NChIP‐seq (Figure 1A and Figure S1C, Supporting Information). Given that H2A.Z could be washed away by Triton X‐100 before paraformaldehyde fixation,^[^ ^17^ ^]^ whereas H3K4me3 exhibited a stable immunostaining signal by the same treatment, we speculate that H2A.Z may associate with the metaphase chromosomes but not be incorporated into chromatin (Figure S1H, Supporting Information).

**Figure 1:**
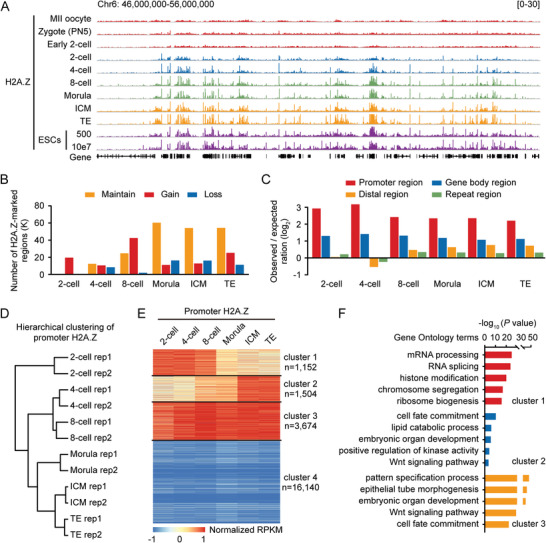
Genome‐wide profiling of H2A.Z in mouse MII oocytes and early embryos. A) Genome browser snapshot of H2A.Z enrichment in mouse metaphase II (MII) oocytes, in vivo‐fertilized (IVO) embryos at the zygote, early 2‐cell, 2‐cell, 4‐cell, 8‐cell and morula stages, the inner cell mass (ICM) and the trophectoderm (TE) of blastocysts, and mouse embryonic stem cells (ESCs) (500 cells, ULI‐NChIP‐seq in this study; 10e7 cells, conventional ChIP‐seq from a previous publication^[^ ^9a^ ^]^). Chr, chromosome; PN5, pronuclear stage 5. Two replicates of H2A.Z ULI‐NChIP‐seq are merged for each indicated stage of embryos. B) Bar charts showing the number of H2A.Z peaks gained, lost, and maintained at each stage by comparing to the previous stage. C) Bar charts showing the enrichment of H2A.Z in promoter, gene body, distal, and repeat regions. Promoter is defined as the ± 1 kb genomic region around transcription start site (TSS). D) Hierarchical clustering of promoter H2A.Z enrichment in early embryos. E) Heatmaps showing the dynamics of H2A.Z enrichment at all gene promoters (*n* = 22470) in early embryos. Genes are clustered into four groups by *k*‐means algorithms, and the numbers of genes in each cluster are shown. RPKM, reads per kilobase of bin per million mapped reads. F) Bar charts showing the enriched Gene Ontology (GO) terms for gene cluster 1–3 in (E).

To identify H2A.Z‐enriched regions in early embryos, we performed peak calling using model‐based analysis of ChIP‐seq (MACS),^[^ ^18^ ^]^ and found an increasing number of H2A.Z peaks during preimplantation development (Figure 1B and Figure S2A, Supporting Information). Importantly, H2A.Z preferred to occupy the promoter region, especially for the H2A.Z peaks maintained from the previous stage (Figure 1B,C and Figure S2B,C, Supporting Information). Our hierarchical clustering analysis revealed that promoter H2A.Z accumulation in 2‐ to 8‐cell embryos was distinct from those in morulae and blastocysts (Figure 1D). By using *k*‐means algorithms, promoter H2A.Z accumulation in early embryos was classified into four clusters: cleavage‐specific accumulation (cluster 1), blastocyst‐specific accumulation (cluster 2), all‐stage accumulation (cluster 3), all‐stage no accumulation (cluster 4) (Figure 1E). Gene Ontology (GO) analysis indicated that promoter H2A.Z in cluster 1 was deposited for genes involved in RNA processing, histone modification and chromosome segregation; promoter H2A.Z in cluster 2 and cluster 3 were deposited for genes involved in cell fate commitment, embryonic organ development and Wnt signaling pathway (Figure 1F). These results suggest that promoter H2A.Z accumulation is associated with gene expression for diverse biological functions in early embryos.

### 2.2 H2A.Z Localization in Sperm is not Decisive for H2A.Z Establishment in Early Embryos

By performing conventional ChIP‐seq with 10–20 million sperm cells, a recent study reports that mouse sperm genomes are occupied by sharp H2A.Z peaks.^[^ ^19^ ^]^ In this study, we found that almost all H2A.Z peaks (*n* = 57675) in sperm were removed upon fertilization (Figure S2A, Supporting Information). Nevertheless, we noticed that about 21% of H2A.Z peaks in sperm were reestablished at the 2‐cell stage (**Figure** **2**A,B). To determine whether embryonic H2A.Z localization is derived from the paternal genome, we generated H2A.Z profiles of parthenogenetically activated (PA) 2‐cell embryos using C57BL/6 oocytes, which lack a contribution from sperm genome. We also used in vitro fertilization (IVF) to generate 2‐cell embryos in which maternal (C57BL/6) and paternal (DBA/2) chromatin could be distinguished. Here, we found that H2A.Z enrichment in IVF embryos was highly similar to that in PA embryos and IVO embryos (Figure 2A,C), and the numbers of differentially enriched H2A.Z peaks between IVF and PA embryos were <10 for each sample (Figure 2D). We next determined 6202 allele‐specific H2A.Z peaks in IVF 2‐cell embryos. Strikingly, about 87% of these H2A.Z peaks were biallelic in IVF embryos, and almost all (96%) of the remaining allele‐specific H2A.Z peaks were detected in PA embryos (Figure 2E). These data suggest that H2A.Z‐enriched chromatin is established de novo during major ZGA without significant allelic bias on the two parental genomes, and this establishment process is independent of the paternal genome.

**Figure 2:**
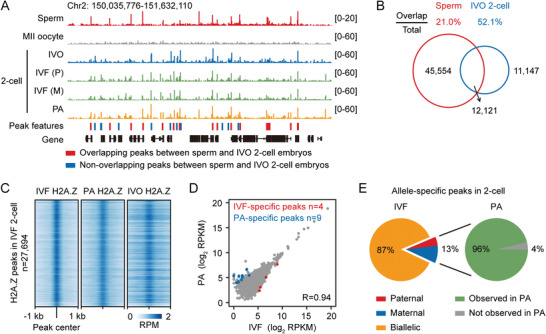
Sperm H2A.Z peaks are not maintained in early embryos. A) Genome browser snapshot of H2A.Z enrichment in mouse sperm (CD1), oocytes (C57BL/6) and 2‐cell embryos from IVO by crossing B6D2F1 females with B6D2F1 males, in vitro fertilization (IVF) by using C57BL/6 oocytes and DBA/2 sperm, and parthenogenetically activation (PA) by using C57BL/6 oocytes. H2A.Z peaks marked in red and blue are overlapping peaks and non‐overlapping peaks between sperm and IVO 2‐cell embryos, respectively. Chr, chromosome; M, maternal; P, paternal. H2A.Z ChIP‐seq data in sperm are from a previous publication.^[^ ^19^ ^]^ Two replicates of H2A.Z ULI‐NChIP‐seq are merged for each sample. B) Venn diagrams showing the overlapping and non‐overlapping H2A.Z peaks between sperm and IVO 2‐cell embryos. Percentages of overlapping peaks in the total peaks of each sample and the numbers of overlapping and non‐overlapping peaks are shown. C) Heatmaps showing the enrichment of all H2A.Z peaks (defined in IVF 2‐cell embryos, n = 27694) in IVF, PA, and IVO 2‐cell embryos. RPM, read counts per million mapped reads. D) Scatter plots comparing the H2A.Z enrichment between IVF and PA 2‐cell embryos. Pearson's correlation coefficient is shown on the bottom‐right panel. The numbers of specific peaks (Fold Change (FC) >2 and false discovery rate <0.05) in each sample are shown on the top panel. E) Pie charts showing the percentages of H2A.Z peaks with paternal, maternal, and biallelic features in IVF 2‐cell embryos (left), and the percentages of these allele‐specific peaks observed or not observed in PA 2‐cell embryos (right).

### 2.3 Peak Types of Promoter H2A.Z are Associated with Gene Expression and Pol II Binding

We next focused on how promoter H2A.Z impacts gene expression^[^ ^15d^ ^]^ and RNA polymerase II (Pol II) binding^[^ ^20^ ^]^ during preimplantation development. All promoters (*n* = 22470) were then ordered by decreasing H2A.Z signal in early embryos (**Figure** **3**A), or partitioned into four parts based on H2A.Z enrichment (Figure 3B). We found that the highest levels of promoter H2A.Z enrichment did not coincide with the highest levels of gene expression or Pol II signal (Figure 3A,B). Intriguingly, when we classified promoters based on gene expression levels, average profiles of H2A.Z exhibited double peaks (±1 nucleosomes) at active gene promoters (FPKM >1), and exhibited a single peak (+1 nucleosome) at inactive gene promoters (FPKM <0.1) (Figure S3A,B, Supporting Information). More importantly, this positional hierarchy of promoter H2A.Z was not stage‐specific, which was also observed in ESCs.

**Figure 3:**
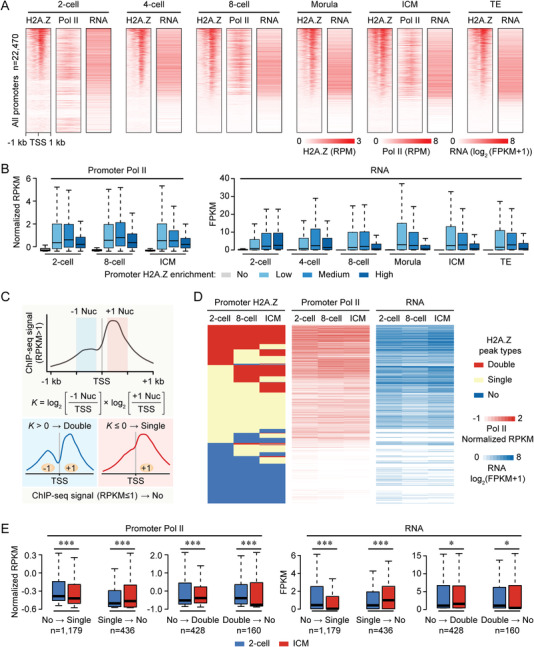
Promoter H2A.Z has dual functions for gene activation and silencing. A) Heatmaps showing the H2A.Z and RNA polymerase II (Pol II) enrichment in early embryos at all gene promoters (*n* = 22470). Each row represents a promoter region (TSS ± 1 kb) and is ordered descending by H2A.Z enrichment. RNA levels at each stage are also shown. Pol II ChIP‐seq and RNA‐seq data for early embryos are from previous publications.^[^ ^15^, ^20^ ^]^ FPKM, fragments per kilobase of transcript per million mapped reads. B) Boxplots showing Pol II enrichment (left) and RNA levels (right) for four gene clusters in early embryos. Genes with weak promoter H2A.Z enrichment (RPKM ≤1) are extracted first, and the remaining genes are divided into three tertiles depending on promoter H2A.Z enrichment. For boxplots, middle lines indicate the median, the boxes indicate the 25^th^/75^th^ percentiles, and the whiskers indicate 1.5× interquartile range (IQR). C) Schematic showing a strategy for the classification of three H2A.Z peak types at promoters. Nuc, nucleosome. D) Heatmaps showing the dynamics of promoter H2A.Z peak types (left), Pol II enrichment (middle) and RNA levels (right) in 2‐cell embryos, 8‐cell embryos and ICM. E) Boxplots showing the changes of promoter Pol II enrichment (left) and RNA levels (right) when H2A.Z peak transition occurs from 2‐cell embryos to ICM. The numbers of genes with different transition modes are shown. ***P <0.001; *P <0.05; two‐sided Wilcoxon‐Mann‐Whitney test. For boxplots, middle lines indicate the median, the boxes indicate the 25^th^/75^th^ percentiles, and the whiskers indicate 1.5× IQR.

Accordingly, strong signal of promoter H2A.Z (RPKM >1) was then quantified as *K* values to define the hierarchical accumulation: “Double” type, *K* >0; “Single” type, *K* ≤0. Meanwhile, weak signal of promoter H2A.Z (RPKM ≤1) was termed “No” type (Figure 3C). We then classified all promoters into “Double”, “Single” and “No” type in 2‐cell embryos, 8‐cell embryos and ICM (Table S2, Supporting Information) and found that H2A.Z preferentially occupied CpG‐rich promoters in each sample, where double and single H2A.Z peaks showed no difference in CG content and H2A.Z enrichment (Figure S3C,D, Supporting Information). It suggests that H2A.Z accumulation as “Double” and “Single” types is not associated with promoter CG content. We also eliminated the possibility that our methodology influenced our interpretation of H2A.Z peaks, because both “Double” and “Single” types were detected in our MNase‐based ULI‐NChIP‐seq and sonication‐based ChIP‐seq data^[^ ^9a^ ^]^ (Figure S3E, Supporting Information). Notably, promoters with double H2A.Z peaks showed higher levels of gene expression and Pol II signal when compared to promoters with “Single” and “No” types of H2A.Z (Figure S3D, Supporting Information). Dynamic changes of different H2A.Z peak types in 2‐cell embryos, 8‐cell embryos and ICM also showed similar relative levels for their impacts on gene expression and Pol II binding (Figure 3D). When compared the H2A.Z peak transition between 2‐cell embryos and ICM, we found that the transition from “No” to “Single” type or from “Double” to “No” type was associated with transcriptional silencing and lower Pol II binding, whereas the transition from “No” to “Double” type or from “Single” to “No” type was associated with transcriptional activation and higher Pol II binding (Figure 3E). These data suggest that accumulation types of H2A.Z at gene promoters, but not its intensity, are tightly related to the transcriptional states in early embryos and ESCs.

We then performed motif enrichment analysis to identify putative transcriptional factors (TFs) binding to the H2A.Z‐enriched regions in early embryos. First, we focused on the top 10 TFs enriched at H2A.Z peaks in 2‐cell embryos, 8‐cell embryos and ICM (Figure S4A, Supporting Information). We observed high enrichment of MYC family factors in 2‐cell embryos (two MYC isoforms, MYCN, MAX, and MNT), and high enrichment of EST family factors in ICM (ELF1, ELK4, GABPA, ETS1, and ETV2). Meanwhile, both were enriched in 8‐cell embryos, indicating a regulatory transition of TFs during this stage. The enrichment of MYC motif is in accordance with the observation that MYC activates ribosomal RNA transcription in mouse 2‐cell embryos,^[^ ^21^ ^]^ indicating that H2A.Z incorporation may directly initiate MYC‐mediated ZGA. By contrast, EST family TFs have previously been shown to regulate vascular and hematopoietic embryonic development.^[^ ^22^ ^]^ It suggests that H2A.Z peaks in ICM contribute to initiating the lineage differentiation program, as shown by the GO terms in Figure 1F. We also computed the enrichment of TFs at promoter H2A.Z, and identified some TFs that were more likely to bind “Double” or “Single” H2A.Z peaks (Figure S4B, Supporting Information). For example, the most enriched TFs for “Double” H2A.Z peaks were Sp and NFY family factors, which have also been reported to be ZGA regulators in mouse embryos.^[^ ^23^ ^]^ Additionally, lineage specification factors, like Jun, JunD and MyoD,^[^ ^22^, ^24^ ^]^ were preferentially enriched for “Single” H2A.Z peaks. Overall, our analyses suggest an extensive reprogramming of TFs to drive H2A.Z‐marked gene expression at the preimplantation stages.

### 2.4 Promoter H2A.Z Colocalizes with H3K4me3 and H3K27me3 in Early Embryos

Previous studies in ESCs revealed that H2A.Z colocalized with H3K4me3 at active promoters and colocalized with bivalent marks (H3K4me3+H3K27me3) at poised promoters.^[^ ^7^, ^9^ ^]^ We then explored a potential relationship among H2A.Z, H3K4me3, and H3K27me3 accumulation^[^ ^14a^ ^]^ in early embryos, and found that H2A.Z strongly correlated with H3K4me3 and anti‐correlated with H3K27me3 both on genome‐wide and at promoters (**Figure** **4**A,B). First, previous studies have demonstrated that broad and flat H3K4me3 peaks become narrow and sharp at the 2‐cell stage, and this H3K4me3 peak transition is considered to benefit major ZGA initiation in mouse embryos.^[^ ^14^, ^15^ ^]^ Here, H2A.Z started to incorporate into chromatin at the same 2‐cell stage, and colocalized with sharp H3K4me3 peaks in the subsequent stages (Figure 4B). Given that H2A.Z‐enriched genes showed higher expression levels than genes with no H2A.Z enrichment (Figure S3E, Supporting Information), these results raise the possibility that H2A.Z incorporation may contribute to ZGA initiation at the 2‐cell stage. Second, the correlation between H2A.Z and H3K27me3 became more positive in ICM when compared to their correlations in cleavage embryos (Figure 4A and Figure S5A, Supporting Information). Promoter H3K27me3 enrichment in ICM was then divided into two parts: de novo establishment at the blastocyst stage; inheritance from MII oocyte genomes. To our surprise, H2A.Z tended to prematurely occupy promoters with de novo H3K27me3 established in ICM, but not to occupy promoters with maternally inherited H3K27me3 (Figure 4C,D). This finding implies that H2A.Z plays a prerequisite role in H3K27me3 establishment during blastocyst formation, in which the first lineage commitment occurs.

**Figure 4:**
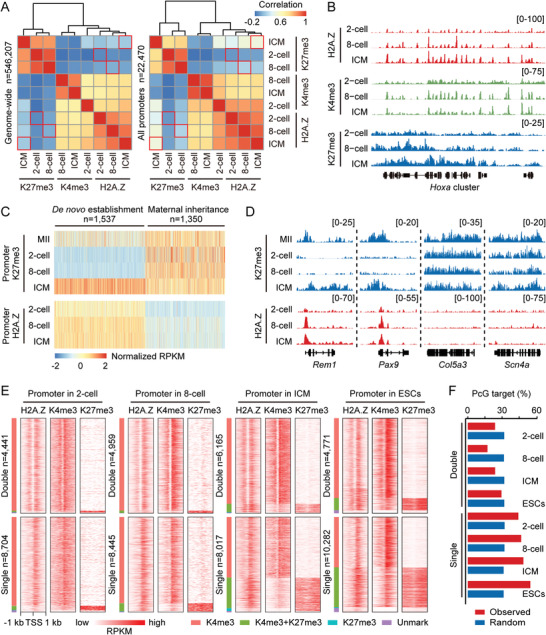
Colocalization among H2A.Z, H3K4me3, and H3K27me3. A) Heatmaps and hierarchical clustering showing the Pearson's correlations among H2A.Z, H3K4me3 (K4me3) and H3K27me3 (K27me3) enrichment in 2‐cell embryos, 8‐cell embryos, and ICM on genome‐wide (5‐kb bins, *n* = 546207, left) and at promoters (*n* = 22470, right). H3K4me3 and H3K27me3 ChIP‐seq data for early embryos are from a previous publication.^[^ ^14a^ ^]^ Red boxes mark the correlations between H2A.Z and H3K27me3 in the same sample. B) Genome browser snapshot of H2A.Z, H3K4me3, and H3K27me3 enrichment in 2‐cell embryos, 8‐cell embryos and ICM near *Hoxa* cluster. C) Heatmaps showing the H2A.Z enrichment in early embryos at promoters with de novo established (*n* = 1537) or maternally inherited (*n* = 1350) H3K27me3 in ICM. D) Genome browser snapshot of H2A.Z and H3K27me3 enrichment in MII oocytes and early embryos near *Rem1*, *Pax9*, *Col5a3*, and *Scn4a*. E) Heatmaps showing the H2A.Z, H3K4me3, and H3K27me3 enrichment in 2‐cell embryos, 8‐cell embryos, ICM and ESCs at promoters with “Double” and “Single” H2A.Z peaks. The numbers of genes with “Double” and “Single” H2A.Z peaks in each sample are shown. Promoters are also divided into four clusters based on their histone modification patterns as follows: H3K4me3 (red), H3K27me3 (cyan), bivalent mark (H3K4me3+H3K27me3, green), and Unmark (purple). F) Percentages of genes with “Double” and “Single” H2A.Z peaks that are polycomb group (PcG) target genes in 2‐cell embryos, 8‐cell embryos, ICM and ESCs. A similar analysis for a set of random genes with the same size to the corresponding genes is performed as control.

We then tested whether different H2A.Z peak types were occupied by different histone modifications (Figure 4E and Table S2, Supporting Information). First, the majority of promoters with “Double” and “Single” H2A.Z peaks only colocalized with H3K4me3 at the 2‐cell (H3K4me3‐marked gene: “Double” type, *n* = 4318; “Single” type, *n* = 8087) and 8‐cell stages (H3K4me3‐marked gene: “Double” type, *n* = 4816; “Single” type, *n* = 7649). Second, along with lineage commitment, some H2A.Z‐enriched promoters acquired H3K27me3 modification to form H3K4me3/H3K27me3 bivalency (Bivalent gene: 2‐cell embryos, *n* = 442; 8‐cell embryos, *n* = 824; ICM, *n* = 3126; ESCs, *n* = 4579). Strikingly, these bivalent marks preferentially occupied promoters with “Single” rather than “Double” H2A.Z peaks in early embryos and ESCs (Bivalent gene: “Double” type, *n* = 71, 122, 550, and 464 in each sample; “Single” type, *n* = 371, 702, 2576, and 4114 in each sample) (Figure 4E). Coincidently, the proportion of bivalent genes, defined by polycomb‐group (PcG) protein targets in ESCs,^[^ ^25^ ^]^ was higher in genes with “Single” than “Double” H2A.Z peaks during preimplantation development (Figure 4F). We thus hypothesize that H2A.Z serves as a platform to facilitate the binding of MLL complex and PRC2 complex for H3K4me3 and H3K27me3 deposition in early embryos, as previously reported in ESCs.^[^ ^7^, ^9^ ^]^

Intriguingly, we noticed that H3K4me3 also accumulated as “Double” and “Single” peaks in line with the corresponding H2A.Z‐enriched promoters (Figure 4E). To examine if H3K4me3 possesses similar regulatory features as H2A.Z, we performed same analyses of promoter H3K4me3 in 2‐cell embryos, 8‐cell embryos and ICM. After partitioning all promoters into four parts based on H3K4me3 enrichment, we found that the highest levels of promoter H3K4me3 enrichment coincided with the highest levels of gene expression or Pol II signal (Figure S5B, Supporting Information). We also classified promoter H3K4me3 peaks as “Double”, “Single” and “No” types (Figure S5C, Supporting Information) using the same strategy for H2A.Z (Figure 3C). Similar to H2A.Z peaks, the H3K4me3 intensities of “Double” and “Single” peaks were comparable in mouse embryos (Figure S5C, Supporting Information). However, unlike H2A.Z that exhibited different gene regulations between their “Double” and “Single” types (Figure 3E), “Double” and “Single” peaks of H3K4me3 exhibited no difference for gene expression or Pol II signal (Figure S5C, Supporting Information). These findings suggest that the supportive functions of H3K4me3 for gene expression is strongly associated with its signal intensity, which is different from H2A.Z.

### 2.5 H2A.Z Deficiency Impedes Lineage Commitment in Early Embryos, but Not ZGA

To examine whether loss of H2A.Z affects transcriptional states and histone modifications in early embryos, we first needed to determine the developmental phenotype after H2A.Z deficiency. *H2A.Z* mRNA was then targeted by small interfering RNA (siRNA) injection into zygotes (Table S5, Supporting Information), and this approach efficiently depleted mRNA and protein levels of H2A.Z in preimplantation embryos at the 2‐cell, morula and blastocyst stages (Figure S6A–C, Supporting Information). Subsequently, we found that *H2A.Z* knockdown (KD) significantly reduced blastocyst formation (*H2A.Z* KD, 15.8%; control, 86.7%), but had no effect on the development of the morula stage (**Figure** **5**A,B). Furthermore, *H2A.Z* KD impaired the derivation of ESCs and trophoblast stem cells (TSCs) from blastocysts, but had no effect on the total cell numbers in morulae or blastocysts (Figure S6D–F, Supporting Information).

**Figure 5:**
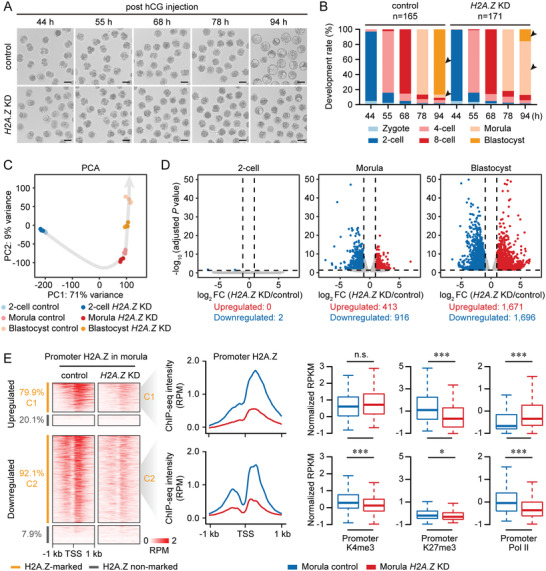
H2A.Z deficiency causes early embryonic arrest with defective transcription and histone modifications. A) Representative images of control and *H2A.Z* knockdown (KD) embryos at the indicated time points post hCG injection. One representative image from five independent experiments is shown. Scale bar, 100 µm. B) Bar charts showing the development rate of control and *H2A.Z* KD embryos at the indicated time points post hCG injection. The numbers of embryos analyzed from three independent experiments are shown. Arrows point out the developmental differences between control and *H2A.Z* KD embryos. C) Principal component analysis of RNA‐seq data from control and *H2A.Z* KD embryos at the 2‐cell, morula and blastocyst stages. 3–4 replicates of RNA‐seq are generated using control and *H2A.Z* KD embryos. D) Volcano plots comparing differentially expressed genes (DEGs) between control and *H2A.Z* KD embryos at the 2‐cell, morula and blastocyst stages. The criteria for upregulated DEGs are log_2_ FC >1, adjusted *P* value <0.05; downregulated DEGs are log_2_ FC <−1, adjusted *P* value <0.05. The numbers of upregulated and downregulated DEGs are shown. E) Heatmaps (left) showing the promoter H2A.Z enrichment of DEGs between control and *H2A.Z* KD morulae. Each row represents a promoter region and is ordered descending by H2A.Z enrichment. DEGs are classified into H2A.Z‐marked upregulated genes (C1, *n* = 330), H2A.Z‐marked downregulated genes (C2, *n* = 844), and nonmarked genes. Profiles (middle) showing the promoter H2A.Z enrichment of C1 and C2 in control and *H2A.Z* KD morulae. Boxplots (right) showing the promoter H3K4me3, H3K27me3, and Pol II enrichment of C1 and C2 in control and *H2A.Z* KD morulae. Two replicates of H2A.Z, H3K4me3, H3K27me3, and Pol II ULI‐NChIP‐seq are generated using control and *H2A.Z* KD morulae. ***P <0.001; *P <0.05; n.s., no significance; two‐sided Wilcoxon‐Mann‐Whitney test. For boxplots, middle lines indicate the median, the boxes indicate the 25^th^/75^th^ percentiles, and the whiskers indicate 1.5× IQR.

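RNA-seq was performed on 22 libraries, each made from 15 mouse embryos. Embryos were collected at 43 to 44 h post hCG injection for the 2-cell stage, at 78 h for the morula stage and at 94 h for the blastocyst stage. There were 4 control libraries at each stage, and 3, 3 and 4 H2A.Z KD libraries of 2-cell embryos, morulae and blastocysts, respectively. The paper reports that the KD strongly reduced blastocyst formation. How many embryos of the KD blastocyst libraries had formed a blastocyst is not stated, so the name gives the stage of collection. For the KD, zygotes had been injected with about 10 pL of an siRNA mix at 20 µM. For quantitative PCR, the paper describes its control embryos as noninjected; for the control embryos of these libraries, it does not state the treatment. Libraries were made with Smart-seq2, which amplifies full-length cDNA from polyadenylated RNA, using 16 to 18 preamplification cycles, and were sequenced as paired reads of 150 bp.

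The authors aligned the reads to mm10 with STAR and quantified each gene with StringTie as FPKM, which divide by the gene's length and the library's total. The deposited table lists 55335 genes, of which 13853 were at 0 in all 22 libraries. The number of reads behind each value is unknown, so no interval for counting error is given. A relative depth was estimated from the lowest values instead. For 13577 single-exon genes, FPKM multiplied by gene length gathered at multiples of a smallest step in each library, and a smaller step goes with a greater depth. Between 10.1% and 20.8% of the low values of a library lay on whole steps. The depth, in relative units, was 18.0 to 27.3 (median 25.1) in control and 20.8 to 27.1 (median 23.2) in KD libraries at the 2-cell stage. It was 20.8 to 28.7 (median 23.9) in control and 20.1 to 28.0 (median 24.0) in KD morulae, and 14.8 to 22.1 (median 17.7) in control and 17.2 to 21.2 (median 19.8) in KD blastocysts. At the 2-cell and morula stages, libraries with replicate numbers 1 and 2 had a lower depth than libraries with higher numbers, in control and KD embryos alike.

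For each stage, FPKM were scaled by the median of ratios to the geometric mean of the libraries. Genes with an FPKM of at least 1 in at least 3 libraries of the stage were tested on log2(FPKM + 1) with limma, which gave 12160 genes in 2-cell embryos, 10989 in morulae and 11828 in blastocysts. DEGs were called at the paper's thresholds, an adjusted p-value under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1 (Figure 5D).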

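Principal component analysis of log2(FPKM + 1) was repeated on the 500 genes with the largest variance across the 22 libraries. PC1 held 93.2% of the variance and PC2 4.51%. PC1 separated the 2-cell embryos from the later stages, with means of -82.5 ± 2.62 (SD, n = 4) in control and -83.4 ± 0.743 (SD, n = 3) in KD 2-cell embryos against 34.1 ± 0.580 (SD, n = 4) in control morulae. PC2 separated morulae from blastocysts. Its mean was -14.7 ± 1.42 (SD, n = 4) in control morulae, -17.2 ± 0.776 (SD, n = 3) in KD morulae and 19.8 ± 1.99 (SD, n = 4) in control blastocysts. KD blastocysts lay between these groups, at 4.78 ± 1.31 (SD, n = 4). The shares depended on how many genes were used: with all genes past the filter on low FPKM, PC1 held 78.8% and PC2 10.5%.

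Control and KD libraries were then compared within each stage by the mean distance between groups minus the mean distance within groups, over the 500 most variable genes of the stage. This difference was -0.35 at the 2-cell stage (one-sided exact permutation test, p = 0.429), which is within what other splits of the libraries gave. It was 11.8 in morulae and 28.7 in blastocysts (p = 0.0286 for each in the same exact test, the smallest p that the 35 splits of the libraries allow). With any one morula library left out, the difference stayed between 10.2 and 14.2, and the smallest p that these exact tests allow rose to between 0.0667 and 0.100. Within one range of replicate numbers no group of 2-cell or morula libraries has more than 2, too few to repeat the test.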

By performing RNA‐seq of control and *H2A.Z* KD embryos, we identified 1329 differentially expressed genes (DEGs) in morulae and 3367 DEGs in blastocysts (Figure 5C,D and Table S3, Supporting Information). 

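H2afz, the gene that encodes H2A.Z (ENSMUSG00000037894.13), lies on chromosome 3 of mm10 from 137864487 to 137866922. Its FPKM was lower in every H2A.Z KD library than in every control library of the same stage. At the 2-cell stage, it was 905 to 1244 in the 4 control libraries and 415, 139 and 112 in KD replicates 1, 2 and 4. In morulae, it fell from 1357 ± 150.5 (SD, n = 4) in control to 28.3 ± 2.39 (SD, n = 3) in KD embryos, a log2 fold change of -5.41 (standard error 0.17, adjusted p = 9.72e-08 from limma). In blastocysts, it fell from 2272 ± 329.9 (SD, n = 4) to 60.6 ± 6.33 (SD, n = 4), a log2 fold change of -5.19 (standard error 0.20, adjusted p = 3.63e-08 from limma). H2afv, a second gene for H2A.Z (ENSMUSG00000041126.16, chromosome 11, 6427229 to 6444443), was also lower. Its FPKM was 109.6 ± 8.96 (SD, n = 4) in control and 88.9 ± 7.56 (SD, n = 3) in KD 2-cell embryos (two-sided exact permutation test, p = 0.0857). It fell from 101 ± 8.75 (SD, n = 4) to 11.3 ± 1.51 (SD, n = 3) in morulae and from 57.5 ± 6.40 (SD, n = 4) to 15.3 ± 3.99 (SD, n = 4) in blastocysts, with log2 fold changes of -2.94 (standard error 0.15) and -1.86 (standard error 0.22) and adjusted p-values of 2.92e-06 and 7.98e-05 from limma.

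**Figure D1:**
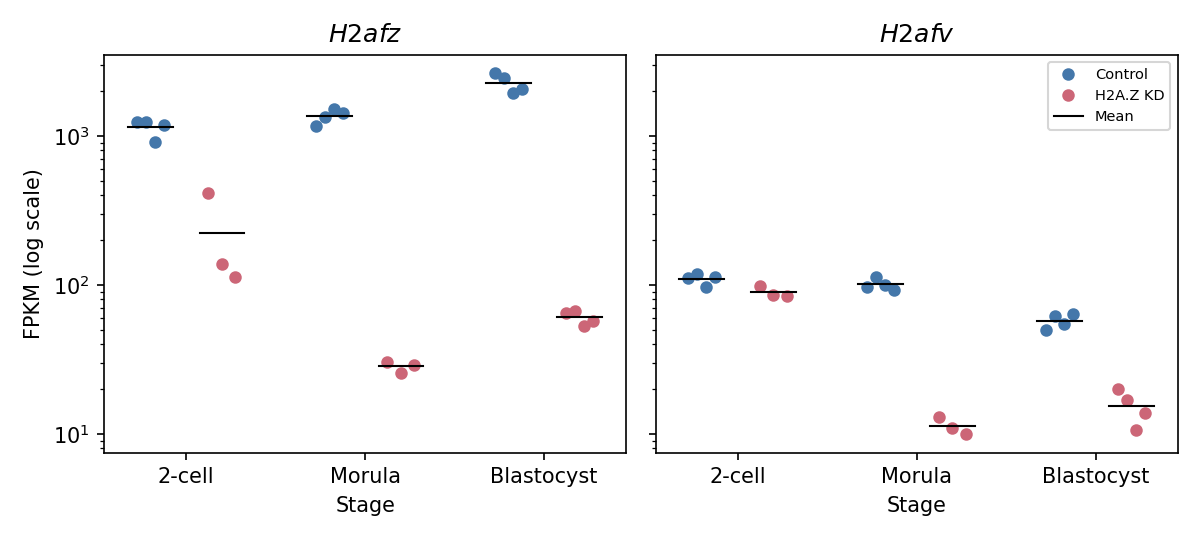
FPKM of H2afz (left) and H2afv (right) on a log scale, by stage, in control and H2A.Z KD libraries. Each point is a library of 15 embryos and each line a group mean; the KD 2-cell libraries lie at 112 to 415 FPKM of H2afz, all below the control libraries.

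Of the 10989 genes tested in morulae, 395 were DEGs, 110 upregulated and 285 downregulated. Of the 11828 genes tested in blastocysts, 1640 were DEGs, 722 upregulated and 918 downregulated. The control and KD libraries did not overlap for 382 of the morula DEGs and 1524 of the blastocyst DEGs. Among all genes tested this held for 29.6% in morulae and 34.5% in blastocysts, where chance gives 5.71% and 2.86%. The counts depended on the settings. With no filter on low FPKM, there were 36 upregulated and 135 downregulated DEGs in morulae and 604 and 858 in blastocysts. With a pseudocount of 0.1 in place of 1, there were 205 upregulated and 585 downregulated DEGs in morulae, and 1109 and 1370 in blastocysts. The split of the morula DEGs also depended on the scaling, since 27.8% were upregulated as reported above and 14.3% of 495 DEGs with the FPKM as deposited.

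Control and KD libraries share replicate numbers. In morulae, the deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.138 (2 pairs), against -0.0281 for the other control and KD libraries. The number itself does not set these pairs apart, since libraries with another number of the same range had 0.202 and those of different ranges -0.181. With the replicate number as a block, which leaves 1 residual degree of freedom, there were 220 upregulated and 301 downregulated DEGs in morulae, 288 of them among the 395, and the log2 fold change of H2afz was -5.26. Libraries without a same-numbered partner add nothing to the KD effect in that fit. It rests on the 2 pairs, so it is no check over all morula libraries. With the range of replicate numbers as a batch, an alternative chosen after the data were examined, there were 118 upregulated and 250 downregulated DEGs in morulae and 724 and 919 in blastocysts. With each library left out in turn, the morula counts ranged from 80 to 145 upregulated and from 232 to 382 downregulated DEGs, and the blastocyst counts from 608 to 785 and from 806 to 1030. In all, 193 of the 395 morula DEGs passed in every one of the 7 fits and 1113 of the 1640 blastocyst DEGs in every one of the 8 fits, and 0 DEGs at either stage changed sign.

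The 3 largest increases in morulae were those of Npy, Nkx2-9 and Upp1. Npy (ENSMUSG00000029819.6, chromosome 6, 49822710 to 49829507) rose from 2.94 ± 1.20 FPKM (SD, n = 4) to 14.4 ± 2.64 (SD, n = 3), a log2 fold change of 2.11 (standard error 0.26, adjusted p = 0.00180). Nkx2-9 (ENSMUSG00000058669.7, chromosome 12, 56611389 to 56613284) rose from 0.588 ± 0.566 FPKM (SD, n = 4) to 4.48 ± 0.487 (SD, n = 3), a log2 fold change of 1.93 (standard error 0.21, adjusted p = 0.00106), and one control library stood apart from the rest. Upp1 (ENSMUSG00000020407.13, chromosome 11, 9118103 to 9136170) rose from 1.16 ± 0.776 FPKM (SD, n = 4) to 5.86 ± 1.63 (SD, n = 3), a log2 fold change of 1.80 (standard error 0.26, adjusted p = 0.00379). After H2afz, the largest decreases were those of Tmcc1 and Gm6722 at both stages. Tmcc1 (ENSMUSG00000030126.17, chromosome 6, 116018611 to 116193486) fell from 117 ± 19.6 FPKM (SD, n = 4) to 3.20 ± 0.967 (SD, n = 3) in morulae and from 165 ± 79.3 (SD, n = 4) to 5.08 ± 1.23 (SD, n = 4) in blastocysts, log2 fold changes of -4.72 and -4.63. Gm6722 (ENSMUSG00000113431.1, chromosome 12, 83620680 to 83621069) is a pseudogene that shares a stretch of 81 bases with H2afz transcripts, so its values are uncertain. It fell from 34.9 ± 6.20 FPKM (SD, n = 4) to 0.824 ± 0.320 (SD, n = 3) in morulae and from 58.0 ± 11.5 (SD, n = 4) to 1.68 ± 1.11 (SD, n = 4) in blastocysts.

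The largest increases in blastocysts were those of Gm4557, Gm5890 and Gm25353, whose values are uncertain because each shares sequence with other tested genes. Gm4557 (ENSMUSG00000101948.1, chromosome 7, 22256437 to 22257343) rose from 0.568 ± 0.0709 FPKM (SD, n = 4) to 18.0 ± 2.81 (SD, n = 4), and Gm5890 (ENSMUSG00000109166.1, chromosome 7, 20260451 to 20262834) from 0.524 ± 0.121 (SD, n = 4) to 17.3 ± 2.54 (SD, n = 4). Their log2 fold changes were 3.59 and 3.58, each with a standard error of 0.17 and an adjusted p of 1.66e-07. Gm25353 (ENSMUSG00000096383.1, chromosome 14, 45404840 to 45404960) rose from 1.14 ± 0.500 FPKM (SD, n = 4) to 21.1 ± 2.34 (SD, n = 4), a log2 fold change of 3.40 (standard error 0.19, adjusted p = 6.57e-07). With each library left out in turn, every one of these genes kept its sign and an adjusted p under 0.05 at the stage named.

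Of the 395 morula DEGs, 375 were also tested in blastocysts. There, 197 of them were DEGs with the same direction, where 24.6 are expected by chance. The other overlap was of 3 DEGs with the opposite direction, Upp1, Cphx2 and Gm18584, the last 2 named only after their values were seen. Of the 100 upregulated morula DEGs tested in blastocysts, 83 had a higher value there in KD embryos, and of the 275 downregulated ones 258 had a lower value.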

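Because the GO terms of the DEGs were not used here, sets of genes were chosen by their symbols. The mean log2 fold change of each set was tested against that of the other genes with camera, limma's test for gene sets, in which the correlation between the genes of a set is estimated. The p-values were adjusted over the 9 sets and stages tested (Benjamini-Hochberg). In morulae, each result is given beside that with the replicate number as a block, since same-numbered morula libraries had a correlation of 0.138. The block leaves 1 residual degree of freedom in morulae, with which a set could hardly pass.

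Genes of cell cycle arrest and apoptosis, such as Cdkn1a, Mdm2 and Ccng1, had a mean log2 fold change of 0.62 in morulae, with 26 of 28 genes higher in KD embryos (adjusted p = 0.153; with the replicate block, mean 0.61, adjusted p = 0.528). There were 5 upregulated DEGs among them, Btg2, Ccng1, Cdkn1a, Plk2 and Trp53inp1, a list made after the values were seen. The p-value of 11 genes passed when adjusted over the set alone, and of 6 when adjusted over all genes tested. In blastocysts, the mean was 0.94, with 29 of 32 genes higher (adjusted p = 0.149) and 16 upregulated DEGs, and 27 genes passed with either adjustment. The result of this test depended on whether the correlation between genes was estimated, at 0.212 in morulae and 0.142 in blastocysts. With the correlation preset to 0.01, the adjusted p from camera was 1.35e-08 and 8.35e-10. The estimate also limits the test to the residual degrees of freedom, 5 in morulae and 6 in blastocysts. A preset value lifts that limit, so the change is not due to the correlation alone.

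Cdkn1a (ENSMUSG00000023067.14, chromosome 17, 29090976 to 29100727) rose from 40.5 ± 8.55 FPKM (SD, n = 4) to 124 ± 28.1 (SD, n = 3) in morulae, a log2 fold change of 1.71 (standard error 0.18, adjusted p = 0.000890 from limma). In blastocysts it rose from 38.5 ± 16.8 (SD, n = 4) to 141 ± 16.4 (SD, n = 4), a log2 fold change of 1.96 (standard error 0.26, adjusted p = 0.000169). Mdm2 (ENSMUSG00000020184.15, chromosome 10, 117688875 to 117710758) rose from 15.1 ± 4.71 FPKM (SD, n = 4) to 27.8 ± 2.68 (SD, n = 3) in morulae, with a log2 fold change just short of the threshold (1.00, standard error 0.18, adjusted p = 0.00821). In blastocysts it rose from 15.3 ± 5.24 (SD, n = 4) to 45.4 ± 8.98 (SD, n = 4), by 1.56 on the log2 scale (standard error 0.22, adjusted p = 0.000246). Ccng1 (ENSMUSG00000020326.7, chromosome 11, 40748552 to 40755311) rose from 25.1 ± 8.33 FPKM (SD, n = 4) to 55.9 ± 3.99 (SD, n = 3) in morulae and from 60.5 ± 11.4 (SD, n = 4) to 131 ± 20.8 (SD, n = 4) in blastocysts, with log2 fold changes of 1.30 and 1.12. When each library was left out in turn, the adjusted p of these 3 genes was at most 0.0406, that of Mdm2 in morulae.

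**Figure D2:**
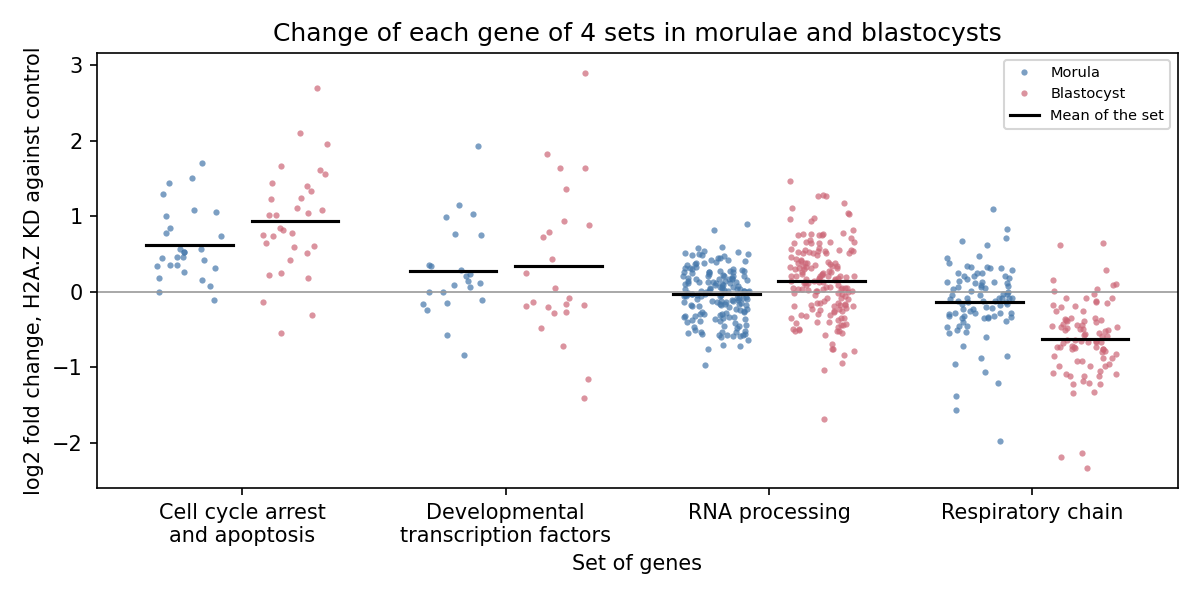
Log2 fold change between H2A.Z KD and control embryos of each tested gene of 4 sets, in morulae and blastocysts. Each point is a gene and each line the mean of a set, which is 0.62 in morulae and 0.94 in blastocysts for cell cycle arrest and apoptosis, and -0.13 and -0.62 for the respiratory chain; points are spread sideways at random.

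Developmental transcription factors, of the Hox, Gata, Sox, Fox and similar families, numbered 196, but most were too low to be tested. The results below thus do not cover the genes of the set that are silent or nearly so. The 23 tested in morulae had a mean log2 fold change of 0.28, and 15 were higher (adjusted p = 0.421, or mean 0.24 and adjusted p = 0.628 with the replicate block). The 3 DEGs among them, Foxa1, Foxj3 and Nkx2-9, were upregulated and were named after their values were seen. The p-value of 7 genes passed when adjusted over the set and of 6 over all genes. In blastocysts, the mean was 0.34, with 12 of 24 genes higher (adjusted p = 0.447), and 11 genes passed with either adjustment. There were 5 upregulated and 2 downregulated DEGs among the 24 genes.

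Genes of RNA processing, such as splicing factors, RNA helicases and exosome subunits, had a mean log2 fold change of -0.033 in morulae, with 80 of 166 genes higher (adjusted p = 0.961; with the replicate block, mean -0.062, adjusted p = 0.628). Adjusted over the set, 3 genes passed, and adjusted over all genes, 12. In blastocysts, the mean was 0.15, with 107 of 164 genes higher in KD embryos (adjusted p = 0.149), and 42 and 44 genes passed with each adjustment. Among them 8 were upregulated DEGs, and the 2 downregulated DEGs, named after their values were seen, were Dhx36 and Lsm10. Genes of the respiratory chain, a part of metabolism, had a mean of -0.13 in morulae, with 54 of 90 genes lower (adjusted p = 0.950; with the replicate block, mean -0.012, adjusted p = 0.955), and 11 genes passed with either adjustment. There were 5 downregulated DEGs and 1 upregulated DEG among the 90 genes. In blastocysts, the mean was -0.62, with 82 of 90 genes lower (adjusted p = 0.421), 16 downregulated DEGs, and 56 and 47 genes past each adjustment. The correlation between these genes in blastocysts was estimated at 0.476, and with the correlation preset to 0.01 the adjusted p was 8.35e-10.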

GO analysis indicated that upregulated DEGs at the morula and blastocyst stages were involved in cell cycle arrest, apoptotic signaling pathway and embryonic organ development, whereas downregulated DEGs at the morula and blastocyst stages were enriched for RNA process and metabolic process (Figure S6G, Supporting Information). Moreover, *H2A.Z* KD embryos did not exhibit developmental defects at the 2‐cell stage, the expression levels of ZGA genes^[^ ^26^ ^]^ were not influenced by *H2A.Z* KD, and only two DEGs were observed in *H2A.Z* KD 2‐cell embryos (Figure 5D and Figure S7A–C, Supporting Information), we thus concluded that H2A.Z accumulation during major ZGA was not essential for ZGA initiation.

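At the 2-cell stage, 0 of the 12160 genes tested were DEGs. An unadjusted p-value under 0.05 was found for 701 genes, where 608 are expected by chance, and the smallest adjusted p was 0.544 (limma), that of H2afz. Its log2 fold change was -2.53 (standard error 0.38), and the spread between the 3 KD libraries was large. In an exact permutation test of the same libraries, which is two-sided, H2afz gave p = 0.0286, the smallest p that the 35 splits allow. The median standard error of a log2 fold change was 0.214, and 32 genes differed by more than 2-fold. Same-numbered 2-cell libraries had a mean correlation of 0.146 (3 pairs), against -0.0487 for the other control and KD libraries, which comprised 0.115 within a range of numbers and -0.131 between ranges. With the replicate number as a block there were also 0 DEGs, and H2afz had a log2 fold change of -2.52 (standard error 0.29, adjusted p = 0.252).

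Some other settings gave a few DEGs. With KD replicate 1 left out, there were 3 downregulated DEGs, H2afz, Hmgb1-ps6 and Gm6722, and with control replicate 2 left out there was 1, Gm43602. A single fit over all 22 libraries gave 3 upregulated and 6 downregulated DEGs, and the adjusted p of H2afz was 0.000301. The 3 upregulated DEGs were Reg1, 1700019M22Rik and Tex101. Apart from H2afz and Gm6722, these genes were named only after their values were seen.

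The ZGA list cited by the paper was not used here, and a set of ZGA genes was chosen by symbol. Of this set 44 genes were tested, 26 of them higher and 18 lower in KD embryos, with a mean log2 fold change of 0.0047 (adjusted p = 0.976 from camera). With the replicate block the mean was -0.039 (adjusted p = 0.628). An unadjusted p under 0.05 was found for 3 genes, where 2.2 are expected by chance, and 0 genes passed when adjusted over the set or over all genes. Zscan4c (ENSMUSG00000054272.6, chromosome 7, 11005745 to 11010547) had 33.7 ± 6.21 FPKM (SD, n = 4) in control and 37.7 ± 9.56 (SD, n = 3) in KD embryos. Zscan4d (ENSMUSG00000090714.10, chromosome 7, 11161374 to 11166159) had 40.5 ± 5.70 FPKM (SD, n = 4) and 38.2 ± 5.15 (SD, n = 3). Reads can be shared between copies of Zscan4, so each of these values is uncertain. Zfp352 (ENSMUSG00000070902.5, chromosome 4, 90218820 to 90225702) had 96.8 ± 15.9 FPKM (SD, n = 4) and 93.9 ± 6.85 (SD, n = 3). The log2 fold changes of the 3 genes, 0.21, -0.014 and 0.034, were smaller than their standard errors of 0.23, 0.18 and 0.18.

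A broader group was taken after the data were examined, the 2038 genes whose 2-cell level was more than 2 log2 units above their morula level. Each level was the average of the control and KD means, so the KD libraries also helped to choose these genes. Their median log2 fold change in KD 2-cell embryos was 0.085, with 1312 of them higher in KD embryos, and 99.6% stayed within 2-fold. An unadjusted p under 0.05 was found for 160 of them, where 102 are expected by chance. From the development of KD embryos to the 2-cell stage, the levels of ZGA genes and the few DEGs (Figure 5D), the paper concludes that H2A.Z accumulation in major ZGA was not needed to initiate ZGA.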

Next, we surprisedly found that the majority (79.9%) of genes upregulated by *H2A.Z* KD (C1) were enriched with “Single” H2A.Z peaks at their promoters, whereas most (92.1%) downregulated genes (C2) were associated with “Double” H2A.Z peaks (Figure 5E and Table S3, Supporting Information). These H2A.Z‐marked genes (C1 and C2) could be regarded as H2A.Z responsive genes when H2A.Z was depleted in morulae. 

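The level of the morula DEGs in normal control embryos was read from the 4 control morula libraries. All 110 upregulated and 285 downregulated DEGs were included, whatever their H2A.Z marks, which were not used here. The median FPKM of the upregulated DEGs was 3.63 ± 0.447 (SD, n = 4 libraries) and that of the downregulated DEGs 7.09 ± 0.414 (SD, n = 4), while the median of all genes tested was 6.70 ± 0.567 (SD, n = 4). In log2(FPKM + 1), the upregulated DEGs lay lower by a difference of -0.81 ± 0.17 (SD, n = 4), and the sign was the same in each of the 4 libraries. The 2 groups of genes overlapped: an upregulated DEG drawn at random was lower than a downregulated one with a probability of 0.642 ± 0.0383 (SD, n = 4).

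**Figure D3:**
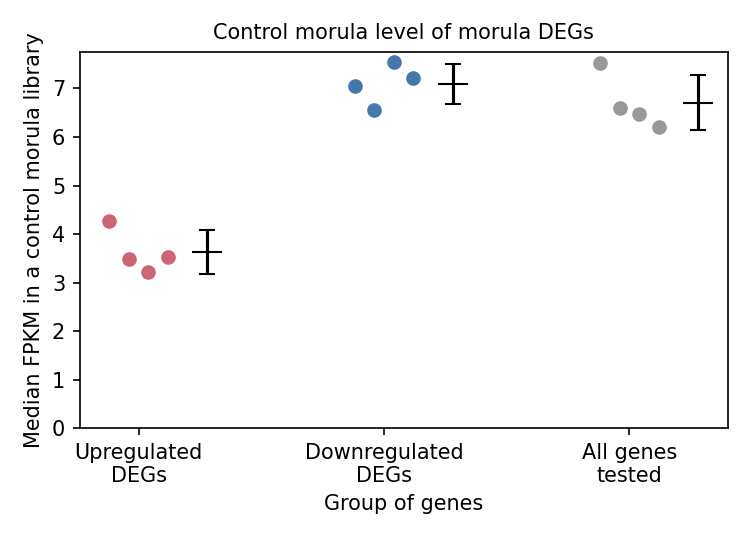
Median FPKM of upregulated DEGs, downregulated DEGs and all genes tested in each control morula library. Each point is a library, and the lines beside the points give the mean and SD of the 4 libraries; the medians of upregulated DEGs lie between 3.22 and 4.26 FPKM, below those of downregulated DEGs in every library.

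The same control libraries both chose the DEGs and gave the level, which can bias the difference. When DEGs were chosen with 2 of the control libraries and the level was read in the other 2, the difference was -0.76. It was -1.00 with a pseudocount of 0.1 and -1.02 with quantile normalization, and with each library left out it was between -1.13 and -0.62. The thresholds also push the difference this way, whichever libraries are used. A fall of more than 1 in log2(FPKM + 1) needs a control level of about 1 FPKM or more, while upregulated DEGs can pass the filter through the KD libraries alone. How much of the difference comes from this was not tested.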

Consistent with the transcriptional states between two types of H2A.Z‐enriched promoters, upregulated genes in C1 had lower expression levels (Figure S5D, Supporting Information) and Pol II signal (Figure 5F) than downregulated genes in C2 in normal control morulae. In addition, H2A.Z responsive genes upregulated by *H2A.Z* KD were more likely to be the PcG target genes (Figure S5E, Supporting Information) enriched for bivalent marks, in line with their GO annotations as development genes. We next performed ULI‐NChIP‐seq of H2A.Z, H3K4me3, H3K27me3, and Pol II using *H2A.Z* KD morulae and found that promoter H2A.Z enrichment of genes in C1 and C2 was dramatically decreased, regardless of H2A.Z peak types (Figure 5E and Figure S5F, Supporting Information). More importantly, H3K4me3 and Pol II signal was only reduced at downregulated responsive gene promoters, whereas the H3K27me3 signal was largely reduced at upregulated responsive gene promoters with enhanced Pol II enrichment (Figure 5E and Figure S5F, Supporting Information). These findings indicate that H2A.Z harbors dual functions to facilitate H3K4me3 and H3K27me3 deposition at both active and poised promoters in early embryos, and H2A.Z depletion disrupts this balance and leads to developmental arrest at the morula stage, namely the beginning of lineage commitment.

To add further support that H2A.Z is required for proper lineage commitment, we performed embryo transfer of control and *H2A.Z* KD zygotes. A previous study has reported that homozygous knockout of *H2A.Z* results in early embryonic lethality at day 5.5‐6.5 post‐coitus.^[^ ^10^ ^]^ We thus obtained the total RNA of 5.5‐day embryos to examine development gene expression. It was hard to collect 5.5‐day *H2A.Z* KD embryos, because its implantation rate (8.9%) was nearly a quarter of that in control group (36.4%) (Figure S6H, Supporting Information). Additionally, H2A.Z deficiency increased the expression of representative development genes, such as *Gata6*, *Foxa2* (endoderm), *T* (mesoderm), *Pax6*, *Neurog1* (ectoderm), and *Hox* cluster gene *Hoxb13* (Figure S6I, Supporting Information). These transcriptional changes are partially coincident with the qPCR results of embryoid body differentiated from H2A.Z‐depleted ESCs,^[^ ^7^, ^9^ ^]^ confirming that H2A.Z maintains H3K27me3 at poised promoters to repress development genes during early embryogenesis.

### 2.6 SRCAP and ANP32E are Essential for Precise H2A.Z Accumulation in Early Embryos

In mammalian cells, chromatin remodeler SRCAP^[^ ^27^ ^]^ and molecular chaperone ANP32E^[^ ^28^ ^]^ are known regulators for H2A.Z deposition and eviction from nucleosomes, respectively. Here, we found that both *Srcap* and *Anp32e* were highly transcribed at the 2‐cell stage in the public RNA‐seq data (**Figure** **6**A),^[^ ^15c,d^ ^]^ consistent with the timing for *H2A.Z* transcription (Figure S1A,B, Supporting Information). It suggests that H2A.Z deposition and eviction are two synergetic biological processes when major ZGA occurs. Additionally, KD of *Srcap* and *Anp32e*, with over 85% interference efficiency for each gene (Figure 6B and Table S5, Supporting Information), had no direct effect on *H2A.Z* expression (Figure 6C). Similar to the *H2A.Z* KD experiment, both *Srcap* KD and *Anp32e* KD impaired blastocyst formation, but had no effect on development to the morula stage (Figure 6D,E). In detail, *Srcap* KD (18.4%) exhibited a closer decreased blastocyst rate to *H2A.Z* KD (13.7%) when compared to *Anp32e* KD (40.7%). These observations are consistent with the knockout phenotypes in recent studies, which declare that SRCAP deficiency causes embryonic lethality at the blastocyst stage,^[^ ^29^ ^]^ whereas ANP32E deficiency shows no apparent abnormality.^[^ ^30^ ^]^

**Figure 6:**
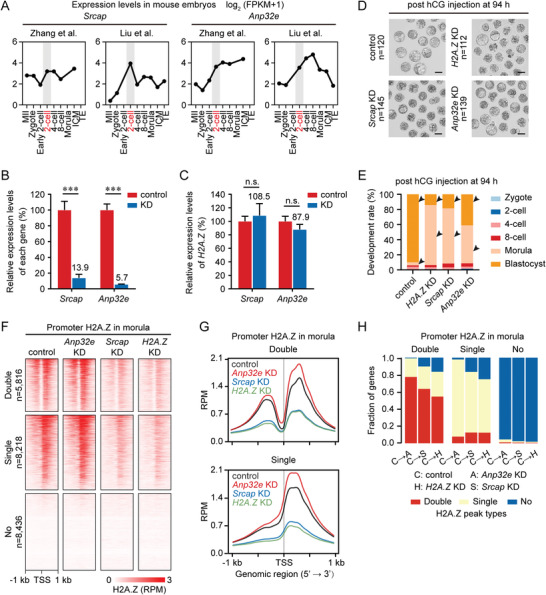
SRCAP and ANP32E deficiency impact precise H2A.Z accumulation in early embryos. A) Line graphs showing the expression levels of *Srcap* and *Anp32e* in mouse MII oocytes and early embryos by RNA‐seq. RNA‐seq data are from previous publications.^[^ ^15c^ ^,d]^ Developmental stage marked in red and gray shades indicates the corresponding zygotic genome activation (ZGA) stage. B) Bar charts showing the relative expression levels of *Srcap* and *Anp32e* in control and KD embryos at the morula stage. Gene expression levels in control embryos are set as 100%, and the relative expression levels in KD embryos are shown as percentages. Error bars represent the standard deviation (SD) in three replicates. ***P <0.001; two‐sided Student's *t*‐test. C) Bar charts showing the relative expression levels of *H2A.Z* in control, *Srcap* KD, and *Anp32e* KD embryos at the morula stage. *H2A.Z* expression levels in control embryos are set as 100%, and the relative *H2A.Z* expression levels in *Srcap* KD and *Anp32e* KD embryos are shown as percentages. Error bars represent the SD in three replicates. n.s., no significance; two‐sided Student's *t*‐test. D) Representative images of control, *H2A.Z* KD, *Srcap* KD, and *Anp32e* KD embryos at 94 h post hCG injection. One representative image and the numbers of embryos analyzed from three independent experiments are shown. Scale bar, 100 µm. E) Bar charts showing the development rate of control, *H2A.Z* KD, *Srcap* KD, and *Anp32e* KD embryos at 94 h post hCG injection. Arrows point out the developmental differences between control and KD embryos. F) Heatmaps showing the H2A.Z enrichment at promoters with “Double”, “Single” and “No” H2A.Z peaks in control, *H2A.Z* KD, *Srcap* KD, and *Anp32e* KD embryos at the morula stage. The numbers of genes with “Double”, “Single” and “No” H2A.Z peaks in control morulae are shown. Each row represents a promoter region and is ordered descending by H2A.Z enrichment. Two replicates of H2A.Z ULI‐NChIP‐seq are generated for each sample. G) Profiles showing the average promoter H2A.Z enrichment with “Double” (top) and “Single” (bottom) peaks in control, *H2A.Z* KD, *Srcap* KD, and *Anp32e* KD embryos at the morula stage. H) Bar charts showing the fractions of genes with different peak transition modes in *H2A.Z* KD, *Srcap* KD, and *Anp32e* KD morulae when compared to control morulae.

By performing ULI‐NChIP‐seq using *Srcap* KD and *Anp32e* KD morulae, we next investigated how SRCAP and ANP32E contribute to H2A.Z accumulation in early embryos. In line with their opposite functions for H2A.Z accumulation, *Anp32e* KD resulted in increased H2A.Z intensity at promoters, whereas *Srcap* KD resulted in decreased H2A.Z intensity at promoters like *H2A.Z* KD (Figure 6F,G). Moreover, when compared to control morulae, KD of *H2A.Z*, *Srcap* and *Anp32e* also led to the peak type transition of H2A.Z at some gene promoters (Figure 6H and Table S4, Supporting Information). *H2A.Z* KD and *Srcap* KD morulae showed similar percentages of promoter H2A.Z transition from “Double” to “Single” (29.0%, 26.2%), “Double” to “No” (16.5%, 10.3%), “Single” to “Double” (12.4%, 12.5%), and “Single” to “No” (25.2%, 16.7%), whereas these percentages were distinct in *Anp32e* KD morulae (21.7%, 0.8%, 7.8%, 2.2%). These data suggest that precise H2A.Z accumulation regulated by SRCAP and ANP32E, especially for SRCAP‐mediated H2A.Z deposition, is vital for preimplantation development.

### 2.7 A Conserved Function of H2A.Z in Mammalian Early Embryos

H2A.Z is one of the most conserved histone variants. It has a monophyletic origin when compared to all histone H2A proteins and variants known to date,^[^ ^31^ ^]^ and shares higher similarity of nucleotide sequence and amino acid sequence in different mammals (Figure S8A,B, Supporting Information). By summarizing the public RNA‐seq data, we also noticed that *H2A.Z* underwent a similar timing for transcriptional activation during ZGA in human,^[^ ^15^, ^32^ ^]^ porcine,^[^ ^33^ ^]^ bovine,^[^ ^34^ ^]^ rat,^[^ ^35^ ^]^ monkey,^[^ ^36^ ^]^ and caprine^[^ ^37^ ^]^ fertilized embryos (**Figure** **7**A and Figure S8C, Supporting Information). These observations strongly suggest that H2A.Z plays a conserved role in mammalian early embryos.

**Figure 7:**
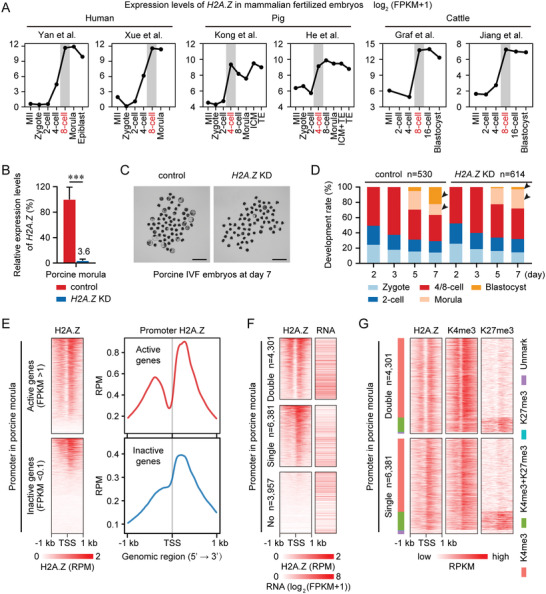
H2A.Z exhibits a conserved function in porcine early embryos. A) Line graphs showing the expression levels of *H2A.Z* in human, porcine and bovine MII oocytes and early embryos by RNA‐seq. RNA‐seq data for human,^[^ ^15^, ^32^ ^]^ pig^[^ ^33^ ^]^ and cattle^[^ ^34^ ^]^ are from previous publications. Developmental stage marked in red and gray shades indicates the corresponding ZGA stage. B) Bar charts showing the relative expression levels of *H2A.Z* in control and *H2A.Z* KD porcine embryos at the morula stage. These embryos are derived by IVF. *H2A.Z* expression levels in control morulae are set as 100%, and the relative *H2A.Z* expression levels in *H2A.Z* KD morulae are shown as a percentage. Error bars represent the SD in 4–5 replicates. ***P <0.001; two‐sided Student's *t*‐test. C) Representative images of control and *H2A.Z* KD porcine embryos at day 7 after fertilization. One representative image from four independent experiments is shown. Scale bar, 500 µm. D) Bar charts showing the development rate of control and *H2A.Z* KD porcine embryos at days 2, 3, 5, and 7 after fertilization. The numbers of embryos analyzed from four independent experiments are shown. Arrows point out the developmental differences between control and *H2A.Z* KD embryos. E) Heatmaps (left) and profiles (right) showing the H2A.Z enrichment at active (top) and inactive (bottom) gene promoters in porcine IVF embryos at the morula stage. Each row represents a promoter region (TSS ± 1 kb) and is ordered descending by H2A.Z enrichment. Two replicates of H2A.Z ULI‐NChIP‐seq are generated using porcine morulae. RNA‐seq data for porcine morulae are from an unpublished report (Genome Sequence Archive accession number: CRA004237). F) Heatmaps showing the H2A.Z enrichment and RNA levels at promoters with “Double”, “Single” and “No” H2A.Z peaks in porcine morulae. The numbers of genes with “Double”, “Single” and “No” H2A.Z peaks in porcine morulae are shown. Each row represents a promoter region and is ordered descending by H2A.Z enrichment. G) Heatmaps showing the enrichment of H2A.Z, H3K4me3, and H3K27me3 at promoters with “Double” and “Single” H2A.Z peaks in porcine morulae. Promoters are also divided into four clusters based on their histone modification patterns as follows: H3K4me3 (red), H3K27me3 (cyan), bivalent mark (H3K4me3+H3K27me3, green) and Unmark (purple). H3K4me3 and H3K27me3 ChIP‐seq data for porcine morulae are from an unpublished report (Genome Sequence Archive accession number: CRA003606). Two replicates of H3K4me3 and H3K27me3 ULI‐NChIP‐seq are generated using porcine morulae.

To examine its function during porcine preimplantation development, we injected porcine zygotes with siRNA targeting *H2AFZ*, with over 95% interference efficiency (Figure 7B and Table S5, Supporting Information), and obtained a reduction in blastocyst formation (*H2A.Z* KD, 2.9%; control, 22.5%) (Figure 7C,D), similar to that observed in mice. By performing RNA‐seq and ULI‐NChIP‐seq of H2A.Z, H3K4me3, and H3K27me3 for porcine morulae, we also determined that active gene promoters (FPKM >1) were occupied by “Double” H2A.Z signal, whereas inactive gene promoters (FPKM <0.1) were occupied by “Single” H2A.Z signal (Figure 7E). In accordance with our findings in mice, gene promoters with double H2A.Z peaks exhibited higher expression levels than those with a single H2A.Z peak (Figure 7F). Moreover, almost all promoters with “Double” and “Single” H2A.Z peaks colocalized with H3K4me3 in porcine morulae, and the promoters with “Single” H2A.Z peaks were more likely to deposit H3K27me3 to form bivalency (Figure 7G). These results indicate that the hierarchical accumulation of H2A.Z is a conserved process in early mammalian embryos.

## 3 Discussion

How histone variants are reprogrammed on genome‐wide scale during mammalian preimplantation development remains largely uncovered. Here, we revealed the dynamics of H2A.Z in mouse oocytes and embryos. H2A.Z shows no accumulation on the maternal genome, whereas paternal H2A.Z is removed upon fertilization, followed by an unbiased accumulation on parental genomes during ZGA (**Figure** **8**A). One major finding of our study is the hierarchical accumulation of H2A.Z as “Double” or “Single” peak types in early embryos, which has not been reported before. These two H2A.Z accumulation modes represent its dual functions to regulate both active and poised genes through establishing different histone modifications at their promoters (Figure 8B). Furthermore, H2A.Z deficiency results in gene dysregulation and embryonic arrest during early lineage commitment (Figure 8B).

**Figure 8:**
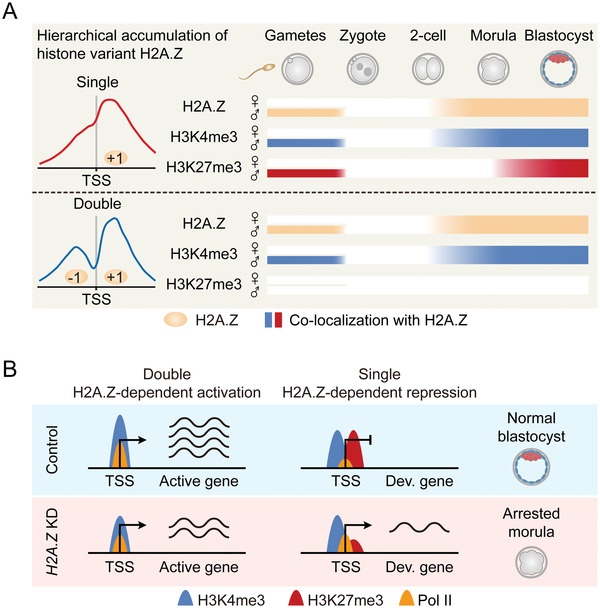
Models of the hierarchical accumulation and function of H2A.Z in early embryos. A) A schematic model showing the reprogramming of H2A.Z from gametes to early embryos. H2A.Z accumulates as “Single” and “Double” peak types at gene promoters in sperm, but exhibits no enrichment in MII oocytes. After fertilization, H2A.Z is globally removed from paternal genome, followed by an unbiased and hierarchical accumulation on parental genomes when *H2A.Z* is highly transcribed during major ZGA (2‐cell stage). Meanwhile, H3K4me3 accumulates with both “Single” and “Double” H2A.Z peaks in sperm and embryos after ZGA, whereas H3K27me3 prefers to accumulate with “Single” H2A.Z peaks in sperm and embryos at the beginning of lineage commitment (morula stage). B) A schematic model showing the different functions for hierarchical H2A.Z accumulation in early embryos. In normal embryos, “Double” H2A.Z peaks only co‐localize with H3K4me3 at promoters, which facilitate Pol II binding and gene activation. Meanwhile, “Single” H2A.Z peaks colocalize with bivalent marks at promoters, which inhibit Pol II binding and poise expression of development genes (Dev. gene). In *H2A.Z* KD embryos, decreased H2A.Z accumulation with “Double” peaks is associated with decreased H3K4me3 and Pol II enrichment at promoters, which downregulates active gene expression. Meanwhile, decreased H2A.Z accumulation with “Single” peaks is associated with decreased H3K27me3 enrichment at promoters, which upregulates development gene expression. This dysregulated transcriptional state finally leads to embryonic arrest at the morula stage.

As previous described in mouse ESCs,^[^ ^7^, ^9^ ^]^ our data also showed that promoter H2A.Z played dual roles in gene activation and gene silencing during preimplantation development. However, the mechanism underlying its impact on transcription remains a subject of debate in cells. Some studies concluded that H2A.Z recruited Pol II to promoters and reduced the high‐energy barrier to Pol II at +1 nucleosome, which promoted Pol II progression and transcriptional elongation,^[^ ^38^ ^]^ but other reports demonstrated that H2A.Z potentiated Pol II stalling at +1 nucleosome and repressed gene expression.^[^ ^2^ ^]^ In the current study, we conceptualized a novel explanation for two kinds of transcriptional states regulated by H2A.Z: “Double” H2A.Z promoters were found to be active with higher enrichment of Pol II, whereas “Single” H2A.Z promoters were poised with less Pol II signal. Given that these two types of promoters exhibited comparable H2A.Z enrichment, we speculate that the additional H2A.Z peaks at −1 nucleosome possess higher ability for Pol II recruitment, and gene silencing at “Single” H2A.Z promoters is due to Pol II stalling at +1 nucleosome. Nevertheless, we cannot address if the +1 nucleosome in “Double” H2A.Z promoters also shows anchoring of Pol II. Besides, considering that genomic Pol II occupation occurs earlier (1‐cell stage)^[^ ^20^ ^]^ than H2A.Z accumulation (2‐cell stage) in mouse embryos, we propose that H2A.Z is not required for Pol II recruitment on zygotic genomes, but will regulate Pol II kinetics during and after ZGA.

Another explanation for the dual roles of promoter H2A.Z is the local epigenetic marks. In mouse ESCs, H2A.Z accumulates at active promoters, which is colocalized with H3K4me3, and accumulates at poised promoters enriched with bivalent marks (H3K4me3+H3K27me3).^[^ ^7^, ^9^ ^]^ In our study, we further demonstrated that bivalent marks preferentially occupy “Single” H2A.Z promoters in ICM and ESCs, suggesting that “Double” and “Single” H2A.Z promoters exhibit distinct affinities of PRC2 complex for H3K27me3 establishment. The posttranscriptional modifications of H2A.Z may explain this difference, because H2A.Z monoubiquitination has been revealed to stimulate PRC2 recruitment.^[^ ^7^, ^39^ ^]^ It will be interesting in future studies to determine the composition of ubiquitylated H2A.Z between “Double” and “Single” H2A.Z promoters. Moreover, in *H2A.Z* KD embryos, we observed a concomitant reduction of H3K4me3 and H2A.Z at “Double” promoters from downregulated genes, and a concomitant reduction of H3K27me3 and H2A.Z at “Single” promoters from upregulated genes. These results further confirm that the positional hierarchy of H2A.Z provides different promoter environments to influence local epigenome and gene expression in early embryos.

In this study, we found that the accumulation types of H2A.Z were decided at the beginning of nucleosome formation during ZGA. However, how H2A.Z accumulates as “Double” or “Single” peak types is still elusive. Besides the direct KD experiment on H2A.Z, we also depleted its regulators, SRCAP and ANP32E, to examine if these factors influenced H2A.Z accumulation modes. Unexpectedly, we found that KD of *Srcap* and *Anp32e* mainly changed the enrichment of H2A.Z, rather than changing the accumulation types. At present, two studies have reported controversial descriptions in *Anp32e* knockout mouse embryonic fibroblasts (MEFs).^[^ ^7^, ^28^ ^]^ One is consistent with our findings that *Anp32e* deficiency only increases H2A.Z enrichment,^[^ ^28^ ^]^ but another study demonstrates that *Anp32e* knockout results in H2A.Z accumulation at −1 nucleosome when +1 nucleosome has already occupied by H2A.Z,^[^ ^7a^ ^]^ namely promoting the transition from “Single” type to “Double” type. However, this study does not address how ANP32E preferentially evicts H2A.Z at −1 nucleosome. In yeast, the chromatin remodeler SWR1 (an ortholog for SRCAP) preferentially binds long nucleosome‐free DNA (>50 bp) at TSSs and engages both ±1 nucleosomes to deposit double H2A.Z peaks, whereas low‐affinity binding of SWR1 only engages the +1 nucleosome to deposit a single H2A.Z peak.^[^ ^40^ ^]^ These findings suggest that the length of nucleosome‐free DNA and its local accessibility impacts the accumulation types of promoter H2A.Z. Given that both active and inactive promoters are bound by Pol II at the 1‐cell stage,^[^ ^20^ ^]^ we presume that promoters are opened by some prerequisite factors before ZGA initiation. These unknown factors may determine the length of nucleosome‐free DNA at promoters, and thus determine future H2A.Z accumulation at the 2‐cell stage.

Another major finding of this study is the conserved activation of H2A.Z expression during ZGA in different mammalian embryos. Comparably, by ULI‐NChIP‐seq, we found that H2A.Z did not preexist on genomes until ZGA initiation during mouse preimplantation development. Some ZGA‐initiated factors (e.g., SP1, DUX, and NYFA)^[^ ^23^, ^41^ ^]^ have been identified to bind H2A.Z‐enriched promoters in MEFs.^[^ ^7a^ ^]^ In this study, we also observed high enrichment of SP and NFY motifs at H2A.Z‐enriched promoters in 2‐cell embryos. More importantly, when compared to non‐marked promoters, H2A.Z‐marked promoters had high levels of Pol II enrichment and gene expression during mouse ZGA. These findings suggest that H2A.Z provides a potential platform for recruiting TFs to initiate ZGA. However, our subsequent results showed that *H2A.Z* KD experiment had no influence on ZGA gene expression in mice, and had no influence on the development for mouse and porcine embryos to achieve and beyond the ZGA stage. This is consistent with the developmental phenotype of H2A.Z knockout embryos in mice, which exhibits embryonic lethality at postimplantation stage, but not the 2‐cell stage.^[^ ^10^ ^]^

Notably, recent studies have declared that H2A.Z is an important ZGA regulator in *Drosophila melanogaster* ^[^ ^42^ ^]^ and zebrafish embryos.^[^ ^43^ ^]^ In *Drosophila* embryos, ZGA genes contain development genes. The majority of these genes are enriched for H2A.Z at their promoters, and a loss of H2A.Z enrichment through Domino (an ortholog for SRCAP) KD experiment reduces housekeeping gene expression during *Drosophila* ZGA.^[^ ^42^ ^]^ In zebrafish embryos, H2A.Z is incorporated into nucleosomes by SRCAP complex, followed by H3K4me3 establishment at housekeeping genes and bivalency establishment at development genes during ZGA. In addition, *anp32e* (an ortholog for ANP32E) knockout causes premature activation of development genes during zebrafish ZGA.^[^ ^43^ ^]^ By comparison, sharp H3K4me3 and H2A.Z are acquired at active and poised promoters during mouse ZGA, whereas bivalency is not established at these poised promoters until the morula stage. These observations indicate that ZGA occurs coordinately with lineage commitment in lower animal embryos, whereas these two biological processes are relatively separate in mammals. Considering that H2A.Z accumulates before ZGA in *Drosophila* and zebrafish embryos,^[^ ^42^, ^43^ ^]^ but accumulates at the ZGA stage in mammalian embryos, we speculate that H2A.Z plays a distinct role in future gene expression between mammals and lower animals. It will be interesting to characterize the TFs and chromatin remodelers orchestrating ZGA and lineage commitment in different species.

## 4 Conclusion

In sum, our findings regarding the hierarchical accumulation of H2A.Z explain its dual roles to regulate gene expression and histone modifications in early embryos. These data may provide the cornerstones for future investigations of mammalian ZGA initiation and lineage commitment during preimplantation development.

## 5 Experimental Section

### Mouse Oocyte and Embryo Collection

Specific‐pathogen‐free mice were housed in the animal facility of Huazhong Agricultural University, Wuhan, China. All animal procedures complied with the Animal Care and Use Committee of Huazhong Agriculture University (Approval number: HZAUMO‐2019‐078). To collect early embryos, B6D2F1 (C57BL/6 × DBA/2) female mice (8 weeks old) were superovulated by injection with pregnant mare serum gonadotropin (PMSG, 10 IU) (Ningbo Second Hormone Factory, China), followed by injection of human chorionic gonadotropin (hCG, 5 IU) (Ningbo Second Hormone Factory, China) 48 h later. The superovulated female mice were mated with B6D2F1 male mice, and were sacrificed to collect zygotes. These IVO embryos were then cultured in G1‐plus medium (10132, Vitrolife) at 37°C under 5% CO_2_ in air, and harvested as zygotes (pronuclear stage 5), early 2‐cell, 2‐cell, 4‐cell, 8‐cell embryos, morulae and blastocysts at 26 h, 30 h, 43–44 h, 55 h, 68 h, 78 h, and 94 h post hCG injection, respectively. ICM and TE isolation from blastocysts was performed as previously described.^[^ ^14a^ ^]^ MII oocytes were collected from superovulated C57BL/6 female mice (8 weeks old) at 12–13 h post hCG injection. For IVF, cauda epididymis was collected from DBA/2 male mice (10 weeks old) to squeeze out and incubate the semen in HTF medium (MR‐070, Sigma) for capacitation at 37°C for 1 h. MII oocytes collected from C57BL/6 female mice were incubated with activated sperm in HTF medium supplemented with 10 mg mL^−1^ bovine serum albumin (BSA, Sigma) at 37°C for 4 h, and cultured in G1‐plus medium. For parthenogenetic activation (PA), MII oocytes collected from C57BL/6 female mice were incubated in Ca^2+^‐free CZB medium^[^ ^44^ ^]^ supplemented with 1 × 10^−2^ M SrCl_2_ (Sigma) and 5 mg mL^−1^ of cytochalasin B (Sigma) for 4 h, and cultured in G1‐plus medium. IVF and PA embryos at the 2‐cell stage were harvested at 32 h post insemination and chemical activation, respectively.

### Pig Embryo Collection

Pig oocyte in vitro maturation and IVF were performed as previously described.^[^ ^45^ ^]^ IVF embryos at the morula stage were harvested at day 5 (120 h) post insemination.

### Microinjection

Small interference RNAs (siRNAs) against mouse *H2A.Z*, *Anp32e*, *Srcap* and porcine *H2A.Z* were designed and synthesized for three pairs by GenePharma, Shanghai, China. All three pairs of siRNAs for each gene were diluted and mixed in nuclease‐free water with a working concentration of 2 × 10^−5^ M. Mouse zygotes at the pronuclear stage 3 (20–22 h post hCG injection) were injected with ≈10 pL of siRNAs using a PiezoXpert micromanipulator (Eppendorf), and cultured in G1‐plus medium at 37°C under 5% CO_2_ in air. The injected embryos were observed at 44 h, 55 h, 68 h, 78 h, and 94 h post hCG injection to summarize the developmental phenotypes, or immediately transferred into the fallopian tubes of pseudopregnant Kunming mice with a mouth pipette. The recipients were sacrificed to collect the 5.5 day embryos. Porcine putative zygotes at 6 h post insemination were injected with ≈10 pL of siRNAs using FemtoJet 4i microinjector (Eppendorf), and cultured in PZM‐3 medium^[^ ^45^ ^]^ at 38.5°C under 5% CO_2_ in the air. The injected embryos were observed on day 2 (48 h), day 3 (72 h), day 5 (120 h), day 7 (156 h) post insemination to summarize the developmental phenotypes. All siRNA sequences are listed in Table S5, Supporting Information.

### Quantitative PCR

Total RNA isolation from 30 embryos or three 5.5 day embryos was performed by using RNAprep Pure Micro Kit (DP420, TIANGEN). cDNAs were synthesized by HiScript II Q RT SuperMix Kit plus gDNA wiper (R223‐01, Vazyme), and quantified by ChamQ Universal SYBR qPCR Master Mix (Q321‐02, Vazyme) on CFX96 Real‐Time PCR Detection System (Bio‐Rad). The results from noninjected control embryos or MII oocytes were set as 100% or 1, and were normalized to the internal control mouse gene *Gapdh* ^[^ ^44^ ^]^ or porcine gene *GADPH* ^[^ ^45^ ^]^ as previously described. Data were shown as the fold change (FC) = 2^−ΔΔ^ *^Ct^* mean ± standard deviation (SD). All primer sequences are listed in Table S5, Supporting Information.

### Immunofluorescence

Oocytes and embryos were fixed in 4% (w/v in PBS) paraformaldehyde (PFA, Sigma) for 1 h. After three washes in 0.05% (w/v in PBS) polyvinyl alcohol (PVA, Sigma), samples were permeabilized in 0.5% (v/v in PBS) Triton X‐100 (Sigma) for 30 min, blocked in 5% (w/v in PBS) BSA for 2 h, and incubated with primary antibodies diluted in 5% BSA at 4°C overnight. Primary antibodies used for immunostaining were rabbit anti‐H2A.Z (ab188314, Abcam; 1:200 dilution) and rabbit anti‐H3K4me3 (ab8580, Abcam; 1:500 dilution). After three washes in 0.05% PVA, samples were incubated with secondary antibodies diluted in 5% BSA for 1 h. Secondary antibodies used for immunostaining were Dylight 488/549 goat antirabbit IgG (A23220/A23320, Abbkine; 1:500 dilution). After another three washes, samples were mounted on glass slides with a drop of anti‐fade mounting medium containing 4,6‐diamidino‐2‐phenylindole (DAPI) (P0131, Beyotime). Fluorescence was detected and captured under a confocal microscope (LSM 800, Zeiss). All steps were performed at room temperature unless stated otherwise. Fluorescence intensity was determined by using ImageJ software (version1.48) as previously described.^[^ ^45^ ^]^ Cell number in embryos was counted as the number of nuclei stained blue by DAPI.

### Cell Colony Formation

Mouse embryonic stem cell (ESC) colony was derived as previously described with some modifications.^[^ ^46^ ^]^ Briefly, early blastocysts (88–90 h post hCG injection) were incubated in 0.5% (w/v in PBS) pronase E (Sigma) to remove zona pellucidae. One blastocyst was seeded on mitomycin‐C‐treated MEFs per 96‐well and cultured in ESC derivation medium at 37°C under 5% CO_2_ in the air. ESC derivation medium contains KnockOut DMEM (10829018, Gibco) supplemented with 15% (v/v) KnockOut serum replacement (10828028, Gibco), MEM nonessential amino acids solution (11140050, Gibco), GlutaMAX supplement (35050061, Gibco), 2‐mercaptoethanol (ES‐007‐E, Millipore), nucleosides (ES‐008‐D, Millipore), leukemia inhibitory factor (LIF, ESG1107, Millipore), 1 × 10^−6^ M PD0325901 (PZ0162, Sigma) and 3 × 10^−6^ M CHIR99021 (SML1046, Sigma). ESC colony was observed after 7 day culture, and could be digested and passaged using 0.05% (w/v) trypsin‐EDTA (25300054, Gibco). Mouse trophoblast stem cell (TSC) colony was derived according to another protocol.^[^ ^47^ ^]^ Briefly, one zona‐free early blastocyst was also seeded on MEF feeder per 96‐well and cultured in TSC derivation medium at 37°C under 5% CO_2_ in the air. TSC derivation medium contains RPMI 1640 (11875101, Gibco) supplemented with 20% (v/v) fetal bovine serum (FBS, Hyclone), sodium pyruvate (11360070, Gibco), 2‐mercaptoethanol, L‐Glutamine (25030081, Gibco), 1/1000 FGF4 stock (F2278, Sigma), 1/1000 heparin stock (H3149, Sigma). TSC colony was observed after 5 day culture. Colony forming rates of ESCs and TSCs were calculated as the ratio of the cell colony number at indicated timing to the total number of blastocysts used for this assay.

### RNA‐Seq Library Generation and Sequencing

The RNA‐seq libraries were generated using the Smart‐seq2 protocol as previously described with some modifications.^[^ ^48^ ^]^ Briefly, 15 embryos from *H2A.Z* KD and control groups were harvested at the 2‐cell, morula, and blastocyst stages. After zona pellucidae removal in 0.5% pronase E and three washes in 0.05% PVA, embryos were transferred into 4 µL lysis buffer containing Triton X‐100, oligo‐dT primer, dNTP (Thermo Fisher Scientific) and RNase inhibitor (Takara). After 72°C incubation for 3 min, 5.7 µL reverse transcription mix (100 U SuperScript II reverse transcriptase (18064014, Thermo Fisher Scientific), 1 × Superscript II first‐strand buffer, 5 × 10^−3^ m DTT, 1 M betaine, 6 × 10^−3^ m MgCl_2_, 1 × 10^−6^ m TSO, 10 U RNase inhibitor) was added into sample lysis buffer, followed by 42°C incubation for 90 min to obtain cDNA. Next, cDNA was preamplification for 16—18 cycles by using KAPA HiFi HotStart ReadyMix (KK2601, Roche) and IS PCR primers, followed by PCR purification by AMPure XP beads (A63881, Beckman). Finally, 1 ng of amplified cDNA was fragmented and the RNA‐seq library was constructed by using TruePrep DNA Library Prep Kit (TD502, Vazyme) according to the manufacturer's instructions. Paired‐end 150‐bp sequencing was performed on the Illumina HiSeq X‐Ten or NovaSeq 6000 system.

### ULI‐NChIP‐Seq Library Generation and Sequencing

ULI‐NChIP‐seq was performed as previously described with some modifications.^[^ ^13^ ^]^ For each immunoprecipitation reaction, ≈500 cells of MII oocytes, embryos, ICM, TE, and ESCs were harvested. After zona pellucidae removal in 0.5% pronase E and three washes in 0.05% PVA, mouse oocytes and embryos were incubated in Ca^2+^‐free CZB medium at 37°C for 5 min, followed by gentle pipetting to remove polar bodies. The zona pellucidae of porcine morula was removed by 0.25% pronase E. Embryos and cells were then added into 20 µL Nuclear Isolation buffer and 30 µL 10 U mL^−1^ MNase Master mix to digest chromatin for 7 min at 25°C, and added 5.5 µL 1 × 10^−1^ M EDTA and 5.5 µL 1% (v/v) Triton X‐100 plus 1% (w/v) deoxycholate solution to finish digestion. Next, samples were incubated with antibody‐bead complexes in 130 µL Complete Immunoprecipitation buffer overnight at 4 °C. These complexes were formed by preincubating 11 µL Dynabeads Protein G (10003D, Invitrogen) with 2 µg antibody of H2A.Z (ab188314, Abcam; ab4174, Abcam; ab150402, Abcam; 07–594, Millipore), H3K4me3 (ab8580, Abcam), H3K27me3 (07–449, Millipore) and Pol II (61668, Active Motif) in Complete Immunoprecipitation buffer for 6 h at 4°C. After two washes with 200 µL Low Salt Wash buffer and 200 µL High Salt Wash buffer, chromatin was dissolved in 100 µL ChIP Elution buffer for 2 h at 65°C. DNA was then extracted by 100 µL phenol‐chloroform‐isoamyl alcohol (25:24:1) (77 617, Sigma), and used for library generation by using KAPA HyperPrep Kit (KK8504, Roche) following the manufacturer's instructions. Paired‐end 150‐bp sequencing was performed on Illumina HiSeq X‐Ten or NovaSeq 6000 system.

### RNA‐Seq Data Processing

All RNA‐seq data were aligned to the mouse reference genome mm10 or pig reference genome susScr11 using STAR (version 2.7.3a). FPKM (fragments per kilobase of transcript per million mapped reads) values of genes were quantified using Stringtie (version 2.1.4). DEGs were identified using DESeq2 (version 1.30.1) based on the reads count file obtained by featureCounts (version 1.6.2). Genes with an absolute fold change (FC) >2 and *P* adjusted <0.05 were considered as significant DEGs. Genes with FPKM values >1 or <0.1 in each sample were termed active genes or inactive genes, respectively. Principal component analysis of RNA‐seq was performed using the plotPCA function of DESeq2 package in *R* (version 4.0.2).

### ChIP‐Seq Data Processing

All reads were mapped to the mouse reference genome mm10 or pig reference genome susScr11 using Bowtie2 (version 2.4.1). The SAMtools (version 1.9) was used to remove low‐quality reads (MAPQ <30) and Picard (version 2.23.9) was used to remove PCR duplicates. MACS2 (version 2.2.7.1) software calls ChIP‐seq peaks with the parameters “–nolambda –nomodel –broad”. The quality of ChIP‐seq data produced by different antibodies was evaluated as RelCC, SSD, RiP% by using ChIPQC (version 1.26.0) Bioconductor package. Normalized RPKM (reads per kilobase of bin per million mapped reads) bigwig files were generated by bamCoverage subcommand in deepTools (version 3.5.0) and the tracks were visualized with Integrative Genomics Viewer (IGV, version 2.6.2). To minimize the batch and cell type variations, ChIP‐seq enrichment at promoters (TSS ± 1 kb) were further *Z*‐score normalized among all promoters as previously reported.^[^ ^15c^ ^]^ Heatmaps and average profiles were created using Ngsplot (version 2.63) and normalized to RPM (reads per million mapped reads). Enrichment of H2A.Z peaks at promoter, gene body, distal, and repeat regions was calculated using observed versus expected probability as previously reported.^[^ ^14b^ ^]^ Differentially H2A.Z‐enriched peaks in ChIP‐seq data between IVF and PA 2‐cell embryos were identified using DiffBind (version 3.0.14) software. Peaks with FC >2 and false discovery rate <0.05 were considered as significantly different H2A.Z peaks.

### Identification of Gained, Lost and Maintained Peaks

To investigate the H2A.Z dynamics in early embryos, H2A.Z peaks at one stage that were not overlapping with H2A.Z peaks at the previous stage were defined as “gain” H2A.Z peaks at this stage. H2A.Z peaks at one stage that were not overlapping with the H2A.Z peaks at the next stage were defined as “loss” H2A.Z peaks at this stage. H2A.Z peaks at one stage that were overlapping with the H2A.Z peaks at the previous stage were defined as “maintain” H2A.Z peaks at this stage. Overlapping H2A.Z peaks were determined by the intersect function in BEDTools (version 2.27) package with the default settings.

### Genomic Distribution of H2A.Z Peaks

To identify the genomic distribution of H2A.Z peaks in early embryos, these peaks were annotated with the priority order (promoter > exon > intron > intergenic) using ChIPseeker (version 1.26.2) when a single peak spanned more than two genomic features.

### Clustering Analysis

RPKM values were calculated using a 5‐kb sliding window to compare genome‐wide ChIP‐seq enrichment among samples, or using promoter regions (TSS ± 1 kb) to compare promoter ChIP‐seq enrichment among samples. Hierarchical clustering was performed in *R* by stats package and hclust function with RPKM values via Pearson's correlations. *k*‐means clustering was used to classify all gene promoters into four clusters according to the different H2A.Z dynamics in early embryos.

### Gene Ontology Analysis

GO analysis for four gene clusters and DEGs in H2A.Z‐depleted morula was performed in *R* by clusterProfiler (version 3.18.1) package and enrichGO function.

### Allele‐Specific ChIP‐Seq Analysis

All H2A.Z ChIP‐seq reads were aligned to the genomes of the C57BL/6 and DBA/2 strains separately using Bowtie2. Single nucleotide polymorphism (SNP) tables for C57BL/6 and DBA/2 were downloaded from the Sanger Institute (http://www.sanger.ac.uk/science/data/mouse‐genomes‐project). Uniquely mapped reads were input into SNPsplit (version 0.3.2) software to determine the allele‐specific origin for the ChIP‐seq data. H2A.Z ChIP‐seq peaks covered by at least 10 SNP‐trackable reads were considered as allele‐specific peaks. To identify allele‐biased H2A.Z peaks at maternal and paternal genomes, each H2A.Z peak was subjected to a binomial exact test with the null hypothesis that both alleles were equally enriched. The origin of allele‐specific peaks was measured as the total number of reads mapped on the paternal genome divided by the total number of paternal and maternal reads for each peak: allelic ratio = paternal reads/(paternal + maternal) reads. Peaks showing allelic ratio ≥0.85 and *P* adjusted <0.05 were considered paternal biased; Peaks showing allelic ratio ≤0.15 and *P* adjusted <0.05 were considered maternal biased.

### Identification of Promoter H2A.Z or H3K4me3 Peak Types

Genes with RPKM values of promoter (TSS ± 1 kb) H2A.Z or H3K4me3 enrichment ≤1 in each sample were termed “No” enrichment, and the left genes (RPKM >1) were divided into three tertiles as “Low”, “Medium”, “High” enrichment depending on their promoter H2A.Z or H3K4me3 enrichment. Within Ngsplot, normalized H2A.Z or H3K4me3 ChIP‐seq bam files were used to generate average scores from −500 to −100 bp (−1 Nuc), −20 to 20 bp (TSS), and 100 to 500 bp (+1 Nuc) windows around TSS and ±1 nucleosome regions. To identify the peak types of promoter H2A.Z or H3K4me3, the following formula was used:

(1) $$K=\log_{2}\left(\frac{-1\text{Nuc}}{\mathrm{TSS}}\right)\times \log_{2}\left(\frac{+1\text{Nuc}}{\mathrm{TSS}}\right)$$

Promoters with strong H2A.Z or H3K4me3 enrichment (RPKM >1) were quantified as *K* values to define their peak types: “Double” type, *K* >0; “Single” type, *K* ≤0. Promoters with weak H2A.Z or H3K4me3 enrichment (RPKM ≤1) were defined as “No” type. The number of CpG at promoters (TSS ± 1 kb) with these three H2A.Z peak types was calculated using BEDTools.

### Motif Enrichment Analysis

To find the enrichment of transcription factor binding sites in H2A.Z‐enriched regions, findMotifsGenome.pl from HOMER program (version 4.11) was used. Motifs with known matches in HOMER database were selected.

### Identification of H3K27me3 Established de novo in ICM or Inherited from Oocytes

Genes with RPKM values of promoter (TSS ± 1 kb) H3K27me3 enrichment >1 in ICM were extracted. The ratio of H3K27me3 enrichment at each gene promoter in MII oocytes to 2‐cell/8‐cell embryos was then calculated. Genes with ratios >1 were considered as de novo H3K27me3 establishment occurs in ICM. Genes with ratios <0.5 were considered as maternal H3K27me3 inherits into early embryos.

### Identification of PcG Target Genes

Genes marked by H3K27me3 at their promoters (TSS ± 5 kb) in mouse ESCs were termed as PcG target genes. Enrichment of H2A.Z‐marked genes or DEGs that were PcG target genes was calculated using observed versus expected probability as previously reported.^[^ ^15c^ ^]^

### Amino Acid Sequence Alignment

Amino acid sequences and their accession numbers of 14 mammals were collected from the National Center for Biotechnology Information database (https://www.ncbi.nlm.nih.gov/), and aligned by using DNAMAN software (version 6.0.3.99) with default settings.

### Statistical Analysis

Statistical data were presented as the mean ± SD in bar charts. For boxplots, middle lines indicated the median, the boxes indicated the 25^th^/75^th^ percentiles, and the whiskers indicated 1.5× interquartile range (IQR). ULI‐NChIP‐seq was repeated twice. Except for the ULI‐NChIP‐seq, all experiments were repeated at least three times. *P* values were determined by a two‐sided Wilcoxon‐Mann‐Whitney test in *R*, or a two‐sided Student's *t*‐test using GraphPad Prism (version 8.0.1). Significant differences were shown with *, **, *** for indicating *P* <0.05, 0.01, and 0.001, respectively. n.s. denotes no significance.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in NCBI Gene Expression Omnibus and CNCB Genome Sequence Archive at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188590; https://ngdc.cncb.ac.cn/gsa/s/HE6w7s8c; https://ngdc.cncb.ac.cn/gsa/s/jnXowulD. These data were derived from the following resources available in the public domain: [GSE188590], https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188590; [CRA004237], https://ngdc.cncb.ac.cn/gsa/s/HE6w7s8c; [CRA003606], https://ngdc.cncb.ac.cn/gsa/s/jnXowulD.

How the deposited data were processed for this re-analysis (not part of the article)

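RNA-seq of control and H2A.Z KD mouse embryos, collected as 2-cell embryos, morulae or blastocysts, was re-analysed from the table that goes with the paper. Each of the 22 libraries was made from 15 embryos, with 4 control libraries at each stage and 3, 3 and 4 KD libraries of 2-cell embryos, morulae and blastocysts. The condition and the replicate number of each library were taken from its sample title and labels, and 0 value columns were left without a sample. The other experiments of the paper, among them ULI-NChIP-seq, qPCR and the porcine embryos, were not analysed here.

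The authors aligned the reads to mm10 with STAR, quantified each gene with StringTie and deposited FPKM, which are normalized for gene length and for the total of each library and were not scaled further between libraries as far as the methods state. The paper's own DEGs came from DESeq2 on read counts, which were not used here, so the tests below are on the log scale of FPKM. The table holds 55335 genes with Ensembl identifiers. Of these, 54587 matched the mouse reference annotation on GRCm38, the assembly of mm10, with the same version of the identifier, and 55154 matched in any version. Positions, gene types, lengths, GC content and transcript sequences were taken from that reference.

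The values were analysed with R 4.3.3 and limma 3.58.1. Reference sequences were read with Python 3.11.15, and figures were drawn with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3. Within a stage, FPKM were divided by a factor per library, the median over genes above 0 in all libraries of the ratio to the geometric mean. The factors lay between 0.943 and 1.09 at the 2-cell stage, 0.912 and 1.17 in morulae and 0.893 and 1.12 in blastocysts. A pseudocount of 1 was added and log2 values were taken. Genes with an FPKM of at least 1 in at least 3 libraries of the stage were kept. The control and KD libraries of one stage were compared with limma (lmFit, then eBayes with a trend), without covariates, and p-values were adjusted by the Benjamini-Hochberg method. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 1.

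Gene sets were families of gene symbols: ZGA, RNA processing, respiratory chain, cell cycle arrest and apoptosis, and developmental transcription factors. They were tested with camera of limma, with the correlation between genes estimated, in 9 combinations of set and stage, over which their p-values were adjusted. The other 6 combinations of set and stage were tested in the same way and adjusted among themselves. Principal components were computed on log2(FPKM + 1) of the 500 most variable genes, centred and not scaled. The separation of KD and control libraries was the mean Euclidean distance between groups minus that within groups, tested by an exact permutation test over all splits. Where single genes are given an exact permutation test, it was two-sided on the difference of the mean log2(FPKM + 1). The position of each blastocyst library was its projection on the line from the control morula mean, at 0, to the control blastocyst mean, at 1, and each control library was projected on a line computed without it. A difference of the KD effect between morulae and blastocysts was tested as the interaction in a single limma fit over both stages.

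The depth in reads is unknown, because FPKM carry no counts. A relative depth was computed per library from single-exon genes of at least 300 bases, as described with the data, and ranged from 14.8 to 28.7 in relative units. It gives no interval for a value, so the spread between libraries is the error given throughout.

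Control and KD libraries of a stage share replicate numbers, which come from the sample titles, and the numbers could pair libraries that were handled together. The paper's methods use no pairing, so the fits above have no block, and fits with the replicate number as a block are given beside them for the 2-cell and morula stages. The libraries also fall into ranges of numbers, 1 and 2 against higher numbers at the 2-cell and morula stages and 1 against higher numbers in blastocysts, and this range was tried as a batch after the data were examined. Same-numbered libraries come from different embryos.

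The genes named were set by a rule. It takes, at each stage, the 3 upregulated and the 3 downregulated DEGs with the largest absolute log2 fold change among those whose KD libraries all lie on one side of all control libraries. It adds the genes the paper names for H2A.Z depletion and its regulators (H2afz, Srcap, Anp32e, Gata6, Foxa2, T, Pax6, Neurog1, Hoxb13), H2afv, lineage markers of the blastocyst (Cdx2, Gata3, Eomes, Pou5f1, Nanog, Sox2, Gata4, Sox17), and Cdkn1a, Mdm2, Ccng1, Zscan4c, Zscan4d and Zfp352. Genes outside this rule are said to be named after their values were seen.

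The steps were tested on simulated data, made with the real genes' control means and residual standard deviations and with 200 genes changed by 2 on the log2 scale. The test recovered 94.5% of the changed genes among 12318 tested with the 2-cell design, 95.0% among 11058 with the morula design and 96.0% among 11552 with the blastocyst design, and 1.05%, 1.04% and 1.03% of the calls were false. With no gene changed, it called 0, 0 and 1 genes. Where only a few genes change, the adjusted threshold is harder to reach, so the shares recovered do not carry over to that case. In the real 2-cell libraries, H2afz was not called at a log2 fold change of -2.53 (adjusted p = 0.544 from limma). The interaction recovered 90.0% of the changed genes among 12660 tested, with 5.26% of the calls false. A set of 59 genes shifted by 0.5 was estimated at 0.47. Libraries placed at 0.3 on the line from morula to blastocyst were estimated at 0.293, over 12224 genes.

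The alternatives were another pseudocount (0.1), no filter on low FPKM, a mean FPKM of at least 5, the FPKM as deposited, quantile normalization, one fit over all 22 libraries, the replicate block, robust eBayes, an adjusted p under 0.01, a preset correlation between genes of 0.01 in camera, 2000 or all genes or median-of-ratios scaling for the principal components, the control level read in control libraries left out of the test, and each library left out in turn. The gene sets, the rule for named genes and these alternatives were written before the data were examined. Other splits of the libraries into groups of the same sizes were also tested. Sequence shared with H2afz was measured as the longest stretch of identical bases, on the same strand, between the transcripts of H2afz and those of another gene, and compared with 300 other tested genes drawn at random.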

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

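In this part, the depth of control morula replicate 2, the sorting of splits by the KD blastocyst libraries they keep together and the sorting of ZGA genes by their control levels were chosen only after the results they bear on were seen. Of 101 groups of 4 libraries tested for a library far from the others, 3 had one, where 5.05 are expected by chance. Gata6 was at 27.8 FPKM in control morula replicate 1, against 8.87 to 10.3 in the other control morulae. In the same library, Nkx2-9 was at 1.44 FPKM, against 0.281 to 0.347. Gata6 was also at 19.4 FPKM in control blastocyst replicate 6, against 7.32 to 8.25 in the other control blastocysts. Of these 3 values, 2 lay in the library with the lowest depth of its group, but control morula replicate 2 had almost the same depth (21.0 against 20.8) and did not stand apart, and control blastocyst replicate 6 did not have the lowest depth. This speaks against low depth of those libraries, though with so few libraries it does not settle it, and chance remains. No biological explanation was tested.

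The effect of the KD differed between morulae and blastocysts for 1493 of 12727 genes (interaction, adjusted p under 0.05 from limma). Of these, 1119 were tested at both stages, and among them 300 were higher in KD morulae and lower in KD blastocysts, and 393 the reverse. The count was 1090 with the replicate block and 1597 with the FPKM as deposited. When libraries were regrouped within each stage, parting as many same-numbered pairs, 11 of 100 drawn splits, the real one included, gave as many genes. The 10 besides the real one all kept the 4 KD blastocyst libraries together. The most genes, 4901, came from a split with the KD and control labels of the blastocysts exchanged. Splits that did not keep these libraries together gave at most 439 genes. The former keep the whole effect in blastocysts and so give many genes whatever the morulae do, which leaves this comparison unable to decide whether the 1493 genes come from chance.

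Among 23 named genes, the difference passed for 7 when adjusted over all genes and for 9 when adjusted over the named genes, which adds Pou5f1 (1.27, adjusted p = 0.0340) and Nkx2-9 (0.88, adjusted p = 0.0319). The KD effect in blastocysts minus that in morulae was 1.04 for H2afv (adjusted p = 0.0208), 2.49 for Nanog (adjusted p = 0.00203), -1.26 for Npy (adjusted p = 0.0440) and -3.86 for Upp1 (adjusted p = 1.75e-05) on the log2 scale. It was 2.67 for Gm4557, 2.73 for Gm5890 and 3.23 for Gm25353. Nanog fell from 106 ± 33.2 FPKM (SD, n = 4) to 20.7 ± 10.8 (SD, n = 3) in morulae, while in blastocysts it was at 132 ± 42.8 (SD, n = 4) in control and 161 ± 47.8 (SD, n = 4) in KD embryos. With each library left out in turn, the difference nearest 0 was 2.17 for Nanog, -3.67 for Upp1, -1.02 for Npy and 0.886 for H2afv, so a single aberrant library does not account for the sign of these differences. The adjusted p of Npy was over 0.05 in 12 of the 15 fits and that of H2afv in 1. Npy, Nkx2-9, Upp1, Gm4557, Gm5890 and Gm25353 were named for a large change at one stage in the same libraries, which favours a difference between stages, so the counts of 7 and 9 are no measure of how common such differences are. H2afv, Nanog and Pou5f1 were named without regard to their values. Some of these genes may respond to the KD in a way that depends on the stage, a hypothesis from the same data.

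For Gm4557, Gm5890 and Gm25353, reads shared between copies of a gene family remain an explanation, since all 3 share sequence with another tested gene. Gm4557 and Gm5890 each share stretches of 150 bases with 15 tested genes, all 15 of which were higher in KD blastocysts, and Gm25353 shares 121 bases with Gm25540, a gene named after its values were seen. Which copy changed cannot be told.

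Of the ZGA genes, which the paper examines at the 2-cell stage, 12 of the 23 tested in blastocysts were upregulated DEGs there. The set had a mean log2 fold change of 1.27 with 22 of 23 genes higher (camera, adjusted p = 0.365 over the 6 further combinations of set and stage), and passing genes numbered 17 with the adjustment over the set or over all genes. A shift of KD blastocysts towards the control morula level was tested as an explanation. The KD mean was above the control morula mean for 16 of the 23 genes. For 5 of the 23 the control level did not fall from morulae to blastocysts, so that a mean above that of morulae is no sign against a shift. Among the other 18, it was above for 11. A shift towards the morula level alone may thus not explain the whole set, but the KD libraries vary widely for many of these genes. In morulae, 26 of 28 genes of this set were higher, with a mean of 0.50, and 8 genes passed when adjusted over the set and 4 over all genes. Other technical explanations for this set, such as reads shared between copies, were not tested.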

How the results depend on the processing

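The alternatives named in the processing summary were each run with the other choices kept, and for the values below that changed, the cause was not tested. The log2 fold change of H2afz stayed negative under all 9 alternatives and in every fit that left out a library, at each stage: -5.53 to -5.26 in morulae, -5.23 to -5.12 in blastocysts and -2.64 to -2.49 in 2-cell embryos across the alternatives. In 2-cell embryos its adjusted p ranged from 0.000301 to 0.846. It passed with one fit over all libraries (-2.49), and in 1 of the 7 fits that each left out a library, which gave -3.12 to -2.19.

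The count of upregulated morula DEGs, 110, was 58 with an adjusted p under 0.01, 205 with a pseudocount of 0.1, 36 with no filter, 62 with a mean FPKM of at least 5, 71 with the FPKM as deposited and 220 with the replicate block. The count of downregulated morula DEGs, 285, was 585 with a pseudocount of 0.1, 135 with no filter and 141 with a mean FPKM of at least 5. In blastocysts, upregulated DEGs numbered 1109 with a pseudocount of 0.1 and 400 with a mean FPKM of at least 5, and downregulated DEGs 577 with the latter. Same-numbered blastocyst libraries had a mean correlation of 0.0825, and the block gave 726 and 920 DEGs. One fit over all libraries gave 3 upregulated and 6 downregulated 2-cell DEGs, and leaving out a library 0 to 3 downregulated.

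The mean of the ZGA set in 2-cell embryos, 0.0047, changed sign with no filter (-0.0081), a mean FPKM of at least 5 (-0.00024), the FPKM as deposited (-0.058), quantile normalization (-0.0033) and the replicate block (-0.039), and ranged from -0.043 to 0.040 with a library left out, with an adjusted p of 0.441 or more throughout. With the correlation between genes preset to 0.01, sets that had not passed did: RNA processing in blastocysts (0.15, adjusted p = 0.0453), the respiratory chain in blastocysts (-0.62), cell cycle arrest and apoptosis in morulae (0.62) and blastocysts (0.94), and developmental transcription factors in morulae (0.28, adjusted p = 0.0482). Over the alternatives, the adjusted p of these ranged up to 0.673, 0.557, 0.528, 0.490 and 0.902. One fit over all libraries also made the cell cycle sets pass (0.64 in morulae and 0.89 in blastocysts, adjusted p = 0.0149), and so did 1 of the 7 morula fits that left out a library, which gave 0.57 to 0.71. The other sets kept their sign in all these fits.

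PC1 held 89.7% and PC2 6.40% with 2000 genes, 78.8% and 10.5% with all genes past the filter, and 94.3% and 3.27% with a pseudocount of 0.1. With a library left out they held 92.2% to 94.0% and 3.82% to 5.19%. The separation of 2-cell libraries was 0.29 with all genes past the filter and -1.46 to 1.23 with a library left out. That of morulae was 10.2 to 14.2 with a library left out, where the exact test cannot reach p under 0.05. The difference in control level between upregulated and downregulated morula DEGs was -1.00 with a pseudocount of 0.1, -1.02 with quantile normalization and -1.13 to -0.62 with a library left out. The share of blastocyst DEGs towards the morula level was 92.6% with a pseudocount of 0.1. The genes whose KD effect differed between stages numbered 983 with no filter, 866 with a mean FPKM of at least 5 and 958 to 1720 with a library left out. The unknown depth in reads limits the values near 1 FPKM, whose counting error cannot be given.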

Differences from the paper's values

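In morulae, 395 DEGs were found against the paper's 1329, and none of the alternatives set before the data were examined closed the gap: the highest count was 790, with a pseudocount of 0.1. In blastocysts, 1640 DEGs were found against the paper's 3367. With a pseudocount of 0.1 in place of 1 there were 2479, within 1.5 times of the paper's count, and no other alternative set before the data were examined closed the gap. In 2-cell embryos, 0 DEGs were found (701 genes had an unadjusted p under 0.05) against the paper's about 2 in Fig. 5D, read by eye. Without KD replicate 1 there were 3, the only setting within 1.5 times of the paper's count. Without control replicate 2 there was 1, one fit over all libraries gave 9, and the other alternatives gave 0.

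Upregulated DEGs in morulae numbered 110 against the paper's about 410 in Fig. 5D, read by eye, and downregulated DEGs 285 against the paper's about 920 in Fig. 5D, read by eye. None of the alternatives set before the data were examined closed either gap, with at most 220 upregulated (replicate block) and 585 downregulated (pseudocount 0.1). Upregulated DEGs in blastocysts numbered 722 against the paper's about 1700 in Fig. 5D, read by eye, and no alternative closed the gap, the highest count being 1109 with a pseudocount of 0.1. Downregulated DEGs in blastocysts numbered 918 against the paper's about 1700 in Fig. 5D, read by eye. A pseudocount of 0.1 gave 1370, within 1.5 times of the paper's, and the other alternatives did not.

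PC2 held 4.51% of the variance against the paper's about 9% in Fig. 5C, read by eye. With the 2000 most variable genes it held 6.40% and with all genes past the filter 10.5%, both within 1.5 times of the paper's. A pseudocount of 0.1, median-of-ratios scaling and leaving out any one library did not close the gap.

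The paper places genes of RNA processing and metabolism among those lowered by the KD. The set of RNA processing genes had a mean log2 fold change of -0.033 in morulae and 0.15 in blastocysts, with 107 of 164 genes higher in KD blastocysts. The downregulated DEGs among them were Dhx36 and Lsm10 in blastocysts, which were named after their values were seen. The respiratory chain, a set within metabolism, was lower, with a mean of -0.62 in blastocysts, but did not pass the test for gene sets (adjusted p = 0.421; 8.35e-10 to 0.557 over the alternatives). It held 16 downregulated DEGs in blastocysts, and 5 downregulated DEGs and 1 upregulated DEG in morulae.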

Other observations

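Tests of a difference in depth between KD and control libraries, of a batch by the range of replicate numbers, of H2afz reads counted on H2afv and of a general pull towards the morula level were chosen only after the results they bear on were seen. The other splits of the libraries were compared where they part as many same-numbered pairs as the real split does. In 2-cell embryos, all 8 of the 8 such splits gave at least the real count of 0 DEGs (701 genes had an unadjusted p under 0.05), which any split must. A split along the range of replicate numbers, which parts no same-numbered pair, gave 52 DEGs in 2-cell embryos. The range is spread over control and KD libraries, and a comparison with a count of 0 tells nothing about the KD. In morulae, 1 of the 12 such splits gave as many DEGs, the real one, and in blastocysts 1 of 8. These matched splits allow no smaller share. Over all 35 splits of each stage, which also part fewer same-numbered pairs, 1 gave as many DEGs at either stage, the real one, and the most DEGs in another split were 74 in morulae and 2 in blastocysts. Chance alone is thus an unlikely source of the 395 and 1640 DEGs.

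For the mean log2 fold changes of the gene sets, as far from 0 as the real split were 7 of 8 splits for ZGA in 2-cell embryos, 4 of 12 for RNA processing in morulae and 1 of 8 in blastocysts, and 2 of 12 for the respiratory chain in morulae and 1 of 8 in blastocysts. For cell cycle arrest and apoptosis they were 1 of 12 and 1 of 8, and for developmental transcription factors 1 of 12 and 1 of 8. These matched splits are too few to give a share under 0.05. Over all 35 splits of a stage, 1 split, the real one, reached as far for cell cycle arrest and apoptosis in morulae and for each of the 4 sets tested in blastocysts. In morulae it was 12 of 35 for RNA processing, 12 of 35 for the respiratory chain and 3 of 35 for developmental transcription factors, and in 2-cell embryos 33 of 35 for ZGA, so these cannot be told apart from chance.

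Other technical explanations of the DEGs were tested. The mean depth of KD libraries was 0.988 times that of controls in morulae and 1.08 times in blastocysts, within the SD of the controls. After each library's trend on GC content and gene length was removed, 359 DEGs were found in morulae, 320 of them among the 395, and 1491 in blastocysts, 1341 of them among the 1640. With the replicate block added, these counts were 317 and 1498. With the range of replicate numbers in the model, there were 368 DEGs in morulae and 1643 in blastocysts. None of these accounts for most of the DEGs at either stage.

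H2afv fell with H2afz in KD morulae. If its fall there came from reads of H2afz counted on H2afv, these reads would make up 90.7% of its signal. With the same share in 2-cell embryos, H2afv would stand at 26.9% of control in KD embryos. It stood at 81.1% there (76.4% in the lowest KD library). The share could differ between the stages with the level of H2afz, and the 2-cell value was not recomputed for this. From control morulae to control blastocysts, H2afz rose from 1357 ± 150.5 to 2272 ± 329.9 FPKM (SD, n = 4 each). H2afv fell from 101 ± 8.75 to 57.5 ± 6.40 FPKM (SD, n = 4 each). Signal made up mostly of H2afz reads would rise with H2afz, so these values argue against that explanation for H2afv. An siRNA that matches both genes was weighed by sequence: the longest stretch that their transcripts share is 14 bases, shorter than an siRNA duplex of 19 bases. It is still longer than usual, since 4.33% of 300 other tested genes drawn at random shared as long a stretch with H2afz. Shorter matches of an siRNA were not tested. H2afv may fall as a response to the KD, a hypothesis found on the same data that leaves such a shorter match open.

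Besides H2afz, 11 genes fell by more than 2 on the log2 scale at both stages, and were named after their values were seen where the rule does not take them. Sequence shared with H2afz was tested as an explanation. For 3 of them, Gm13007, Gm6722 and Gm9465, the longest shared stretch (116, 81 and 20 bases) was above that of all 300 genes drawn at random, whose longest was 17 bases. For the other 8 (Tmcc1, Cnpy2, Magea5, Magea2, Gm32468, Magea8, Wfdc15a and Smim11) it was 9 to 12 bases, no longer than usual, so shared sequence does not account for most of these falls. Off-target effects of the siRNAs were not tested.

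On the line from the control morula mean, at 0, to the control blastocyst mean, at 1, KD blastocysts lay at 0.479 ± 0.0575 (SD, n = 4) and control blastocysts at 0.968 ± 0.0749 (SD, n = 4; exact permutation test, p = 0.0286, the smallest it can give), over 12454 genes. Of the 1640 blastocyst DEGs, 94.6% changed towards the control morula level. In simulated data with DEGs unrelated to the stages, 48.3% changed towards the earlier stage. The KD mean lay between the control morula and control blastocyst means for 888 of the 1640 DEGs (54.1%). As 94.6% changed towards the morula level, most of the others lay past the control morula mean. The excess was more than 1 on the log2 scale for 113 (6.89%). A plain delay does not predict values past the morula mean, though a small excess may come from the spread between libraries. A mixture of embryos in the morula state and embryos in the blastocyst state would give the same fraction of the blastocyst state for genes high at either stage. The fractions were 0.267 for genes high in blastocysts and 0.694 for genes high in morulae, a difference of 0.428. The depth ratio of 1.08 goes against depth as the cause. Of genes that are not DEGs, 69.8% also changed towards the morula level, but small changes are mostly noise, so a lower share than among DEGs is found with or without a general pull of all changes towards the morula level. KD blastocysts may be delayed in their expression, a hypothesis from the same data that cannot be told apart from such a pull. The paper reports fewer blastocysts after the KD and an arrest at the morula stage. The KD libraries may thus hold embryos that had not formed a blastocyst, which would bear on their position and on the 1640 DEGs. In morulae, 74.1% of the 395 DEGs changed towards the control 2-cell level, against 53.8% of the other genes. For the same reason, this does not decide between a delay and a pull. Control morulae and blastocysts differed by more than 1 on the log2 scale for 1132 of the blastocyst DEGs and by under 0.5 for 199.

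Some named genes belong at no claim above. Srcap was at 1.61 ± 0.600 FPKM (SD, n = 4) in control and 1.05 ± 0.165 (SD, n = 3) in KD morulae, and at 2.06 ± 0.290 (SD, n = 4) and 1.44 ± 0.467 (SD, n = 4) in blastocysts. Anp32e was at 7.54 ± 1.66 (SD, n = 4) and 8.76 ± 2.11 (SD, n = 3) in morulae. Gata3 was at 19.2 ± 3.12 (SD, n = 4) and 11.5 ± 2.42 (SD, n = 3) in morulae, a log2 fold change of -0.57 (adjusted p = 0.0658), and -0.71 with the replicate block (adjusted p = 0.0291). Pou5f1 was at 31.9 ± 15.8 (SD, n = 4) and 19.1 ± 2.56 (SD, n = 3) in morulae, a log2 fold change of -0.49 (adjusted p = 0.195), and -0.73 with the block (adjusted p = 0.020). Zfp352 was at 1.30 ± 1.39 (SD, n = 4) and 1.52 ± 0.696 (SD, n = 3) in morulae, a log2 fold change of 0.35 (adjusted p = 0.628), and 1.02 with the block (adjusted p = 0.00272). The block changes the calls of these 3 genes in morulae, where it leaves 1 residual degree of freedom and same-numbered libraries had a correlation of 0.138. The KD effect rests there on the 2 same-numbered pairs alone. Cdx2 was at 1.79 ± 0.765 (SD, n = 4) and 1.89 ± 0.938 (SD, n = 4) in blastocysts, and Pou5f1 at 14.0 ± 6.63 (SD, n = 4) and 25.7 ± 14.3 (SD, n = 4), a log2 fold change of 0.82 (adjusted p = 0.0712; 0.00337 with the block, with a correlation of 0.0825). Foxa2 was listed at 0 in all libraries, and T, Pax6, Neurog1 and Hoxb13 were too low to be tested at any stage.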
